# Eukaryotic initiation factor 4B is a multi-functional RNA binding protein that regulates histone mRNAs

**DOI:** 10.1093/nar/gkae767

**Published:** 2024-09-03

**Authors:** Ana Quintas, Robert F Harvey, Emilie Horvilleur, Gavin D Garland, Tobias Schmidt, Lajos Kalmar, Veronica Dezi, Alberto Marini, Alexander M Fulton, Tuija A A Pöyry, Cameron H Cole, Martin Turner, Ritwick Sawarkar, Michael A Chapman, Martin Bushell, Anne E Willis

## Abstract

RNA binding proteins drive proliferation and tumorigenesis by regulating the translation and stability of specific subsets of messenger RNAs (mRNAs). We have investigated the role of eukaryotic initiation factor 4B (eIF4B) in this process and identify 10-fold more RNA binding sites for eIF4B in tumour cells from patients with diffuse large B-cell lymphoma compared to control B cells and, using individual-nucleotide resolution UV cross-linking and immunoprecipitation, find that eIF4B binds the entire length of mRNA transcripts. eIF4B stimulates the helicase activity of eIF4A, thereby promoting the unwinding of RNA structure within the 5′ untranslated regions of mRNAs. We have found that, in addition to its well-documented role in mRNA translation, eIF4B additionally interacts with proteins associated with RNA turnover, including UPF1 (up-frameshift protein 1), which plays a key role in histone mRNA degradation at the end of S phase. Consistent with these data, we locate an eIF4B binding site upstream of the stem–loop structure in histone mRNAs and show that decreased eIF4B expression alters histone mRNA turnover and delays cell cycle progression through S phase. Collectively, these data provide insight into how eIF4B promotes tumorigenesis.

## Introduction

Post-transcriptional control makes an overwhelming contribution to the global regulation of gene expression and this is mediated by RNA binding proteins (RBPs). RBPs regulate all stages of messenger RNA (mRNA) fate, including localization, translation and decay (1), and are capable of recognizing RNA damage (2). The trimeric RBP complex, eukaryotic initiation factor 4F (eIF4F), regulates mRNA translation initiation (3) and is comprised of (i) eIF4E, the cap binding protein, (ii) eIF4G, a large scaffold protein, which has intrinsic G-quadruplex binding activity (4), and (iii) eIF4A, a DEAD-box helicase that binds to and unwinds regions of RNA structure that would otherwise impede the scanning ribosome (3). The dependence of individual mRNAs on eIF4A is specifically dictated by the location of RNA structural elements within their 5′ untranslated regions (UTRs), with increased structure just upstream of the coding sequence (CDS), which is overcome by eIF4A (5,6). The activity of eIF4A is stimulated by the co-factors eIF4B and eIF4H (7–9). In mammalian systems, eIF4B has also been shown to interact with poly(A) binding protein (PABP), which contributes to the stability of the initiation complex (10).

Numerous studies have shown that overexpression of RBPs, including those required for mRNA translation initiation, is associated with tumorigenesis (3,11,12) and the majority of tumours have an addiction to, and dependence on, this process (13–17). As a consequence, there is considerable interest in direct pharmacological targeting of RBPs required for mRNA translation, with several drugs in clinical development (18). There has been a focus on drugs that target eIF4A (18) since net increases in eIF4A activity are frequently associated with worse patient outcomes (19). For example, both eIF4A1 and eIF4B were identified as independent predictors of poor outcome in estrogen receptor (ER)-negative breast cancer, whereas the eIF4A1 inhibitor, PDCD4, was associated with better outcome in ER-positive disease (19). Moreover, in diffuse large B-cell lymphoma (DLBCL), an aggressive form of non-Hodgkin lymphoma, high levels of eIF4B increase the expression of key survival proteins, including BCL-2, DAXX and ERCC5, and are prognostic of poor patient outcome (11).

Signalling from a wide range of upstream signals also controls eIF4B expression and activity. Thus, the transcript that encodes eIF4B contains a 5′ terminal oligopyrimidine-rich region (TOP motif) and expression of eIF4B protein is controlled by signalling through mammalian target of rapamycin (mTOR) (11). In addition, eIF4B is activated by phosphorylation with several oncogenic signalling pathways converging on eIF4B to control its activity, including mechanistic target of rapamycin/phosphoinositide 3-kinases (mTORC1/PI3K), mitogen-activated protein kinases (MAPK) and maternal and embryonic leucine zipper kinase (MELK) (20–23). Although eIF4B has been shown to promote cell proliferation and tumorigenesis (11,24), other than stimulating eIF4A, there is very little mechanistic understanding of eIF4B in this process.

To uncover the full functions of eIF4B in post-transcriptional control of gene expression, we carried out protein interactome analysis of eIF4B in DLBCL in parallel with individual-nucleotide resolution UV cross-linking and immunoprecipitation (iCLIP) analysis. We identify several novel eIF4B interacting proteins, including UPF1 (up-frameshift protein 1), a helicase that plays a key role in the turnover of histone mRNAs at the end of S phase. We show that eIF4B unexpectedly binds the entire length of mRNA transcripts in a mutually exclusive, position-dependent manner, including specific binding to replication-dependent histone mRNAs. Moreover, decreased expression of eIF4B alters histone turnover and delays cell cycle progression. We therefore propose that eIF4B assists the regulation of histone mRNAs during the cell cycle and that this drives proliferation, particularly in tumorigenesis.

## Materials and methods

### Cell culture and siRNA transfection

DoHH-2 (DLBCL cell line) and GM01953 (control B-cell line derived from disease-free individuals) were cultured in RPMI 1640 supplemented with 15% fetal bovine serum (FBS) and 5 mM l-glutamine. HeLa cells were cultured in Dulbecco’s modified Eagle medium supplemented with 10% FBS. DoHH-2 (5 × 10^6^) cells were transfected with 100 nM small interfering RNA (siRNA) using Amaxa 4D Nucleofector (Lonza). Transfections were carried out according to the manufacturer’s instructions using Nucleofection Solution Kit L (VCA-1005) and programme CA-137. HeLa cells were transfected with 30 nM siRNA using Lipofectamine RNAiMAX reagent (Invitrogen) according to the manufacturer’s guidelines for 48 h. ON-TARGETplus siRNA targeting eIF4B (L-020179-00) and non-targeting control siRNA (D-001810-01) were purchased from Horizon Discovery Ltd.

### Cell synchronization and cell cycle analysis

Cells were synchronized to the G1/S-phase boundary using a double thymidine block. After 24-h siRNA transfections, cells were treated with thymidine (2 mM) for 18 h. Thymidine was removed and cell washed three times with pre-warmed media before the addition of deoxycytidine (25 μM) for 8 h. Deoxycytidine was then removed, and cells washed three times in pre-warmed media before the addition of thymidine (2 mM) for a further 16 h. Cells were released from arrest at the G1/S-phase boundary by the addition of deoxycytidine (25 μM). For cell cycle analysis, cells were collected and fixed in 70% ice-cold ethanol. DNA content was determined by the addition of FxCycle Violet stain (4′,6-diamidino-2-phenylindole dihydrochloride) (Thermo Fisher Scientific), which binds double-stranded DNA, for 16 h at 4°C. Incorporation of FxCycle Violet stain was detected using a BD LSRFortessa (BD Biosciences) flow cytometer with a 405-nm laser and a total of 10 000 events were acquired for each sample. All data were analysed using FlowJo data analysis software version 10.1 (FlowJo LLC, USA) and cell cycle state was determined using Watson’s (pragmatic) modelling (25).

### Cell proliferation analysis

Cell proliferation was quantified using the xCELLigence real-time cell analysis DP instrument (Agilent) over 72 h. HeLa cells were transfected with siRNA for eIF4B for 48 h and 5000 cells were then seeded into each well of a microplate E-Plate 16 (Agilent), which contain microelectrode sensors on their surface. As cells proliferate, they generate impedance measurements that enable label-free quantification of cell proliferation in real time. Cell index is an arbitrary value generated by the platform that correlates with cell number.

### Immunoprecipitation

30 × 10^6^ DoHH-2 and GM01953 cells were collected and washed twice in phosphate-buffered saline (PBS). For whole-cell lysis, cells were resuspended in whole-cell lysis buffer [20 mM Tris–HCl, pH 8.0, 137 mM NaCl, 1% IGEPAL CA-630, 2 mM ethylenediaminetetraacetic acid (EDTA), 2 mM MgCl_2_]. For cytoplasmic enriched lysates, cells were resuspended in cell lysis buffer (20 mM Tris–HCl, pH 8, 10 mM NaCl, 3 mM MgCl_2_, 0.35 M sucrose, 0.5% IGEPAL CA-630), incubated on ice for 5 min and the supernatant taken as the enriched cytoplasmic lysate. Insoluble fractions were removed by centrifugation at 10 000 rpm for 10 min at 4°C and protein concentration determined using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Dynabeads were covalently coupled with antibodies specific to eIF4B (Bio-Techne, NB100-93308), eIF4A3 (Abcam, ab180573), UPF1 C-terminal (Abcam, ab109353), UPF1 N-terminal (Thermo, MA5-34781) or rabbit immunoglobulin G (IgG) using Dynabeads Antibody Coupling Kit (Life Technologies) according to the manufacturer’s protocol.

Nine hundred micrograms of cleared supernatants were incubated with 1.5 mg antibody-coupled beads for 2 h while rotating at 4°C. To isolate eIF4B interacting proteins, RNA was digested with RNase T1 (10 U per 300 μg protein) to ensure that only direct protein–protein interactions were recovered. Dynabeads were subsequently washed three times in whole-cell lysis buffer and bound proteins were eluted directly into SDS–PAGE (sodium dodecyl sulfate–polyacrylamide gel electrophoresis) loading buffer for analysis by western blotting or mass spectrometry. To isolate RNA bound to eIF4B [RNA immunoprecipitation–quantitative polymerase chain reaction (RIP–qPCR)], cells were harvested in RIP lysis buffer (50 mM Tris–HCl, pH 7.4, 100 mM NaCl, 1% IGEPAL CA-630, 0.1% SDS and 0.5% sodium deoxycholate, supplemented with 1× cOmplete Mini EDTA-free Protease Inhibitor Cocktail and 10 U/ml RNasin). Following immunoprecipitation, beads were washed in RIP lysis buffer and protein was digested using Proteinase K. RNA was then extracted using phenol–chloroform–isoamyl alcohol (25:24:1, v/v). Complementary DNA (cDNA) was synthesized using SuperScript III reverse transcriptase (Thermo Fisher Scientific) and subjected to qPCR analysis. Threshold cycle (CT) values of immunoprecipitation samples were normalized to input RNA (taken prior to immunoprecipitation) and are shown relative to the IgG control.

### Mass spectrometry analysis

Isolated proteins bound to eIF4B were separated on SDS–PAGE gels and serially sectioned prior to digestion with trypsin (26) and liquid chromatography–tandem mass spectrometry was used to identify proteins bound to eIF4B. Extracted tryptic peptides were analysed using data-dependent acquisition on a nanoAcquity UPLC system coupled to a Waters Synapt G2-S HDMS mass spectrometer. The ISOQUANT ‘TOP 3’ method was used for the quantification of proteins. A paired Student’s *t*-test was used to select candidate proteins bound to eIF4B and gene ontology (GO) analysis [http://www.geneontology.org (27,28)] was used to determine enriched biological processes of eIF4B interacting proteins. STRING analysis (version 11, https://string-db.org/) (29) was used to determine characterized interactions between those proteins identified to interact with eIF4B.

### Individual-nucleotide resolution UV cross-linking and immunoprecipitation

iCLIP was performed on DoHH-2 and GM01953 cells. 40 × 10^6^ cells were collected and washed twice in PBS prior to plating on a 10 cm^2^ plate in 6 ml total PBS, to ensure a single-layer cell suspension. Cells were cross-linked using 150 mJ/cm^2^ UVC, resuspended in iCLIP lysis buffer (50 mM Tris–HCl, pH 7.4, 100 mM NaCl, 1% IGEPAL CA-630, 0.1% SDS and 0.5% sodium deoxycholate) supplemented with 1× cOmplete Mini EDTA-free Protease Inhibitor Cocktail and 10 U/ml RNasin (Promega). RNA was partially digested with RNase I (0.6 U) and Turbo DNase (4 U), incubating at 37°C for 3 min and on ice for 3 min. Ten micrograms of eIF4B antibody (Novus, no. NB100-93308) was coupled to Protein G magnetic beads (Life Technologies) and used to immunoprecipitate eIF4B–RNA complexes by rotating at 4°C for 16 h. Beads were washed twice in high-salt buffer (50 mM Tris–HCl, pH 7.4, 1 M NaCl, 1 mM EDTA, 1% IGEPAL CA-630, 0.1% SDS and 0.5% sodium deoxycholate) and twice in PNK wash buffer (20 mM Tris–HCl, pH 7.4, 10 mM MgCl_2_ and 0.2% Tween 20). One-tenth of each sample was labelled with [γ-^32^P]-ATP using PNK and an RNA linker was ligated to the remaining sample. After washing, protein–RNA complexes were eluted directly into 2× NuPAGE loading buffer (Life Technologies) and separated by SDS–PAGE. Protein–RNA complexes were transferred to a nitrocellulose membrane and visualized by autoradiography. RNA complexed to eIF4B had a molecular weight above 80 kDa and RNA was isolated from these fragments using Proteinase K (Roche, 3115879) in PK buffer (100 mM Tris–HCl, pH 7.5, 50 mM NaCl and 10 mM EDTA) by incubating for 20 min at 37°C. Urea (7 M) was added for a further 20 min and RNA was isolated by using phenol–chloroform separation. RNA was reverse transcribed using SuperScript III reagent and Rt1clip, Rt2clip, Rt3clip, Rt4clip, Rt6clip, Rt7clip, Rt8clip, Rt9clip, Rt11clip, Rt12clip, Rt13clip, Rt14clip, Rt15clip and Rt16clip primers, depending on the sample (Supplementary Table S1). Synthesized cDNA was purified using a 6% Tris-Borate-EDTA (TBE)–urea gel and circularized using CircLigase II. cDNA was amplified by PCR using P5/P3 Solexa primers and libraries were then sequenced 1 × 50 using a MiSeq (Illumina) at the Department of Biochemistry of the University of Cambridge.

### iCLIP analysis

For total RNA sequencing, unique molecular identifiers were used to identify and remove PCR duplicates using the clumpify.sh function from the BBMap package (B. Bushnell, sourceforge.net/projects/bbmap/). Trimmed reads were mapped to ENSEMBL GRCh38 using HiSat2 (30), and uniquely mapped reads processed with featureCounts (31) to get a count per gene. Comparison of mRNA levels between the two cell lines was done using the DESeq2 Wald test (32).

For iCLIP, PCR duplicates were removed using the dedupe.sh function from the BBMap package. Then, different experiments were demultiplexed using Je demultiplex (33) before removing experimental barcodes and adapters. Biological replicates with low read numbers were merged into four (for DoHH-2) or two (for GM01953) independent replicates. Trimmed reads were mapped to ENSEMBL GRCh38 using HiSat2. The iCount suite was used to determine cross-link sites, identify peaks of binding and cluster them into binding regions. Then, the number of reads included in peaks for each gene was calculated and compared with those obtained by total mRNA sequencing. The Wald test from the DESeq2 package was used to get a list of genes with significant enrichment (fold change >2, adjusted *P*-value <0.05) in iCLIP compared to total RNA in both cell lines. The sequencing results for all replicates for each condition were then pooled together and re-analysed in the same way using HiSat2 and iCount. Those unique lists of binding regions for each condition were restricted to coding genes enriched in iCLIP and exhibiting >20 reads and used for further analysis.

For metagene analysis and separation of the peaks depending on their binding site on mRNAs, genomic coordinates were converted into transcript coordinates and then related to start and stop codons using a custom script. For simplification, only the longest coding RefSeq mRNA was kept for each gene. Five binding regions were defined for each mRNA: 5′ UTR (>50 nt upstream of start codon), start (50 nt on each side of start codon), CDS (50 nt downstream of start codon to 50 nt upstream of stop codon), stop (50 nt on each side of stop codon) and 3′ UTR (>50 nt downstream of stop codon), and for each region the count was converted into Reads Per Kilobase per Million mapped reads (RPKM). Unsupervised clustering of the genes based on occupancy of those five regions was performed with Multi-experiment Viewer (34) using KMC support, Pearson correlation, distance based on median, five clusters per round, 200 rounds and 70% occurrence in the same clusters.

For motif search, adjacent peaks in genes with significant eIF4B binding were merged into regions. Only regions with >20 reads were considered, and then for each gene we kept only the region with the highest number of peaks. For background, we used regions with >20 reads from a list of genes not showing eIF4B binding [log_2_(fold change) <0.2 and *P*-value >0.1 by the Wald test]. Motif search was performed using HOMER (35) in RNA mode, 20 nucleotides around centre of region and a motif size of 4, 6, 8 and 10 nucleotides.

GO term analysis was performed using the R clusterProfiler package (36), excluding groups of <2000 or >10 genes and with a false discovery rate threshold of 0.001. The GO term profile was then simplified by removing terms with >0.4 similarity with a more significant term.

### Comparison of iCLIP and eCLIP binding regions

Binding peaks from DoHH-2 and GM01953 eIF4B iCLIP datasets were compared to merged clusters of single nucleotide position peaks from UPF1 eCLIP (enhanced CLIP) datasets for K562 and HepG2 (37). The GAT software package (https://gat.readthedocs.io/en/latest/contents.html) was used to test whether the overlap between the predicted UPF1 binding regions and eIF4B binding peaks differed from randomly expected.

### Fluorescence-based RNA binding assay

For RNA binding studies, 40 nM FAM-labelled RNAs (Integrated DNA Technologies) were incubated with increasing concentrations of recombinant eIF4B (8 nM to 2 μM) or UPF1 (0.8–200 nM) in assay buffer (20 mM 4-(2-Hydroxyethyl)piperazine-1-ethane-sulfonic acid (HEPES)/KOH, pH 7.5, 100 mM KCl, 1 mM Tris(2-carboxyethyl)phosphine (TCEP), 2 mM ATP, 2 mM MgCl_2_) in 10 or 20 μl reactions for 60 min at 25°C. For binding reactions in the presence of auxiliary factors, 2 μM eIF4A1, 200 nM UPF1 (TP308018, Sino Biological) or 200 nM stem–loop binding protein (SLBP; TP302361, Sino Biological) were pre-incubated with the RNA in assay buffer for 10 min before eIF4B was added. For UPF1 binding, 2 μM eIF4B was pre-incubated for 10 min with the RNA in assay buffer before UPF1 was added. FAM fluorescence polarization was measured using Spark (Tecan). Dissociation constants were obtained from fitting the experimental data to a one-site binding model using Prism GraphPad 9. Recombinant proteins were generated as described previously (38). Comparisons of the binding affinities were examined for statistical significance by one-way analysis of variance (ANOVA) using GraphPad Prism version 9.3.1 (GraphPad Software, San Diego, CA, USA).

### Fluorescence-based RNA unwinding assay

The His4-FL sequence was modified to contain an internal Cy3 label and a 3′-BHQ (Integrated DNA Technologies) to allow measuring of Histone-SL unwinding by monitoring dequenching of Cy3. Fifty nanomolar RNA substrate was pre-incubated with UPF1 in assay buffer in the absence of ATP for 30 min, before the unwinding reaction was initiated by the addition of 2 mM ATP. When the effect of auxiliary proteins was examined, these were first incubated with the RNA substrate in the absence of UPF1 for 15 min, before the reaction was further pre-incubated together with UPF1. A linear regression model was fitted to the linear part of the progress curve from which the velocity of unwinding was obtained as the slope.

### RNA interactome capture

Cytoplasmic RNA interactome capture (RIC) (2) was carried out on ∼100 × 10^6^ DoHH-2 and GM01953 cells. Cells were collected and washed twice in PBS prior to plating on a 10 cm^2^ plate in 6 ml total PBS, to ensure a single-layer cell suspension. Cells were cross-linked using 150 mJ/cm^2^ UVC and resuspended in cytoplasmic lysis buffer [10 mM HEPES, pH 7.5, 10 mM NaCl, 0.35 M sucrose, 3 mM MgCl_2_, 0.5% NP-40, cOmplete protease inhibitor (Roche), RNasin (Promega)]. After incubation on ice for 3 min, nuclei were pelleted at 1300 × *g* for 5 min at 4°C. Cytoplasmic supernatant was isolated and supplemented with lithium chloride (0.5 M), lithium dodecyl sulfate (0.75%) and 1,4-Dithiothreitol (DTT) (5 mM). Lysates were incubated with oligo(dT)_25_ magnetic beads for 1 h. Beads were subsequently washed once with 20 mM Tris (pH 7.4), 500 mM LiCl, 0.5% LiDS, 1 mM EDTA and 5 mM DTT; twice with 20 mM Tris (pH 7.4), 500 mM LiCl, 0.1% LiDS, 1 mM EDTA and 5 mM DTT for 5 min; twice with 20 mM Tris (pH 7.4), 500 mM LiCl and 1 mM EDTA; and twice with 20 mM Tris (pH 7.4), 200 mM LiCl and 1 mM EDTA. RNA was eluted in 20 mM Tris (pH 7.4) and 1 mM EDTA by incubating beads at 70°C for 3 min. RNA was digested with 125 U Benzonase (Sigma), 40 mg/ml RNase A and 100 U/ml RNase T1 (Thermo Scientific) for 2 h at 37°C. Samples were then diluted in SDS–PAGE loading buffer (50 mM Tris, pH 6.8, 2% SDS, 10% glycerol, 0.1% bromophenol blue and 50 mM DTT) and analysed by western blotting.

### Western blot analysis

Whole-cell extracts were prepared using RIPA buffer (50 mM Tris, pH 7.5, 150 mM sodium chloride, 1% Triton X-100, 0.1% SDS, 0.5% sodium deoxycholate) supplemented with phosphatase inhibitors (PhosSTOP Phosphatase Inhibitor Cocktail; Roche) and protease inhibitors (cOmplete Protease Inhibitor Cocktail; Roche). Protein concentration was quantified using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Lysates were diluted in SDS–PAGE loading buffer (50 mM Tris, pH 6.8, 2% SDS, 10% glycerol, 0.1% bromophenol blue and 50 mM DTT) and equal amounts of proteins were subjected to SDS–PAGE and western blot analysis. Primary antibodies used were eIF4B (CST, no. 3592), Daxx (Millipore, no. 07-471), PABP (CST, no. 4992), eIF4A1 (Abcam, no. ab31217), eIF4A2 (Abcam, no. ab31218), eIF4A3 (Santa Cruz, no. sc-365549), eIF4G (CST, no. 2498), DDX3 (CST, no. 8192), DDX6 (Abcam, no. ab70455), G3BP1 (Abcam, no. ab56574), BCL2 (CST, no. 2872), c-Myc (Epitomics, no. 1472), DAXX (Upstate, no. 07-471), GAPDH (CST, no. 2118), DDX3 (Abcam, no. 37160), FMR1 (CST, no. 4317S), UPF1 (CST, no. 12040), pUPF1 (CST, no. 84283), Cyclin A2 (CST, no. 4656), Cyclin B1 (CST, no. 4138), Cyclin E2 (CST, no. 4132), Vinculin (Sigma, no. V9131), Nucleolin (GeneTex, no. GTX13541), PTB [BB7 clone, home-made (39)] and β-tubulin (CST, no. 2146). For enhanced chemiluminescence detections, the secondary antibodies used were horseradish peroxidase-conjugated α-mouse (Dako, no. P0447) or α-rabbit (GE Healthcare, no. NA934V). For fluorescent detection using LI-COR Odyssey imaging systems (LI-COR Biosciences), the secondary antibodies used were IRDye Light-labelled α-mouse (CST, no. 5257 and no. 5470) and α-rabbit (CST, no. 5366 and no. 5151).

### RNA stabilization assay

Cells transfected with siRNAs were seeded into six-well plates 24 h prior to treatment. Cells were treated with the transcriptional inhibitor flavopiridol (1 μM) for the indicated time and cell lysates were collected in the TRIzol reagent. Total RNA was isolated according to the manufacturer’s protocol. Briefly, 200 μl chloroform was added to 1 ml TRIzol and samples were centrifuged at 12 000 × *g* for 15 min at 4°C. RNA was precipitated from the upper aqueous phase using isopropanol and resuspended in water. cDNA was reverse transcribed from 1–2 μg purified total RNA using SuperScript III reverse transcriptase (Thermo Fisher Scientific) and subjected to qPCR analysis. mRNA levels were determined relative to the 0-h time point and mRNA half-life was calculated using a one-phase decay curve with GraphPad Prism version 9.3.1 (GraphPad Software, San Diego, CA, USA).

### qPCR analysis

cDNA was amplified in real time using SensiFAST SYBR^®^ Lo-ROX reagent (Roche) according to the manufacturer’s instructions. All qPCR reactions were performed using the QuantStudio 6 Flex real-time PCR system (Thermo Fisher Scientific). Primer sequences used were GAPDH (forward: AATCCCATCACCATCTTCCA; reverse: TGGACTCCACGACGTACTCA), Actin B (forward: CTTAGTTGCGTTACACC; reverse: ATTGTGAACTTTGGGGG); Histone H4C8 mRNA (forward: AAGGTTTGGGTAAGGGAGGA; reverse: TTTGGCGTGCTCTGTGTAAG), Histone H3C10 mRNA (forward: CTATCGGCCTGGTACAGTGG; reverse: GGTTGGTGTCCTCAAAGAGC), Histone H1-4 mRNA (forward: TTCAACATGTCCGAGACTGC; reverse: AGGCGGCAACAGCTTTAGTA), Histone H2AC6 mRNA (forward: CGCTGGTTTTGGTGATTTTT; reverse: CTCGGCGGTCAGGTACTCTA), Histone H2BC15 (forward: TAAGCGGTAGGTTGACAGAGC; reverse: GGCTCACTTGGAACTGGTGT), Histone H4C3 (forward: CGAGACGCCGTCACCTATAC; reverse: CCCCTGACGTTTTAGGGCAT), Histone H2AC13 (forward: AGAAGACTCGCATCATCCCG; reverse: TCCAGGCTTCTACTTGCCCT) and Histone H2AX (forward: ATCGCCGATTTCGGTCTGG; reverse: TGTGCCTGTTACCAAGTGCT).

## Results

### eIF4B interacts with proteins that have a role in repression of translation and RNA turnover

Although eIF4B has been implicated in regulating the growth and proliferation of cancer cells (11,20,22,23), the exact mechanisms are unclear. To gain further insight, first we determined the protein binding partners of eIF4B, which are not well described. We have shown previously that high expression of eIF4B (with no associated increase in eIF4A) is associated with poor outcome in patients with DLBCL (11). We confirmed these data and additionally show that there are no differences in expression of eIF4A2 or the helicase DDX6 between our DLBCL-derived cell line, DoHH-2, and our control disease-free B-cell line, GM01953 (Supplementary Figure S1A). Although not isogenic cell lines, we have previously shown overexpression of eIF4B in DoHH-2 compared to GM01953 (11), providing a suitable model to investigate the role of eIF4B further. To identify additional binding partners of eIF4B and to determine potential differences in eIF4B-containing RBP complexes in cell lines derived from patients with DLBCL, a series of immunoprecipitation experiments were carried out in triplicate. Following digestion with RNase T1, direct eIF4B interacting proteins were identified by mass spectrometry. In total, 115 proteins were identified as direct interactors of eIF4B in both DoHH-2 and GM01953, whereas 388 and 300 interactors were unique to DoHH-2 and GM01953, respectively (Figure 1A and Supplementary Table S2). GO analysis shows that many of these proteins are RBPs likely to be involved in the positive regulation of mRNA translation (Figure 1B).

**Figure 1.**
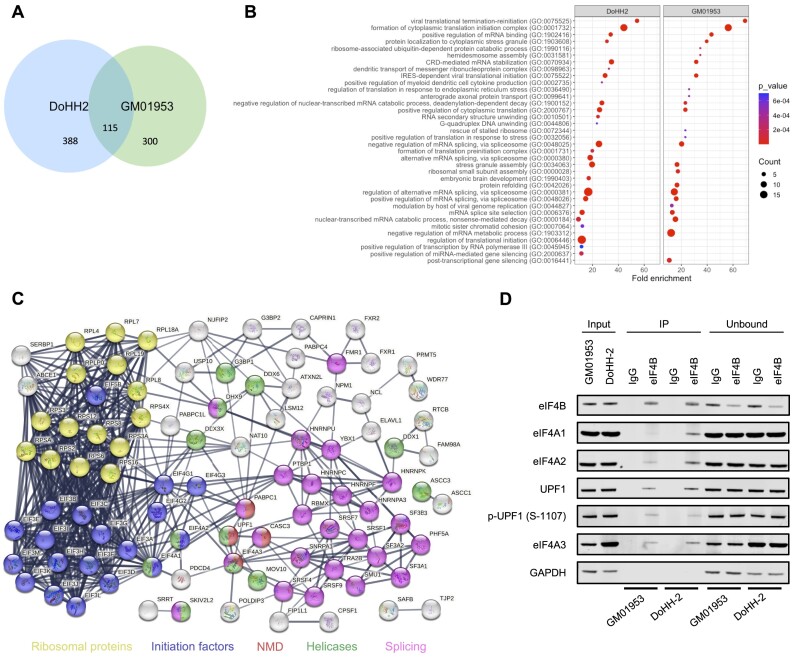
Identification of novel eIF4B interacting proteins involved in nonsense-mediated decay (NMD). (**A**) Venn diagram of eIF4B interacting proteins identified by mass spectrometry in DoHH-2 and GM01953 cells. All co-immunoprecipitations were subjected to RNase digestion, allowing the isolation of direct eIF4B interacting proteins. Proteins were identified as eIF4B binding when showing a significant enrichment (*P*-value <0.05) relative to the IgG control immunoprecipitation. (**B**) GO analysis of the top 25 biological processes associated with eIF4B interacting proteins in DoHH-2 and GM01953 cells. Fold enrichment shows the enrichment of genes above the expected and significance was determined by Fisher’s exact test. (**C**) STRING interaction analysis of the eIF4B interacting proteins conserved between DoHH-2 and GM01953 cells. Proteins are coloured according to cellular function: yellow, ribosomal proteins; blue, initiation factors; red, NMD; green, helicases; pink, splicing factors. (**D**) Cell lysates from DoHH-2 and GM01953 cells were immunoprecipitated for eIF4B or IgG. After RNA digestion and washing to remove RNA-dependent interactions, directly interacting proteins were analysed by immunoblotting with the indicated antibodies. GAPDH was used as a negative control because it did not bind to eIF4B in the mass spectrometry experiments. Blots shown are representative of three independent experiments.

These include ribosomal proteins, consistent with the role of eIF4B in translation regulation and its direct binding to ribosomal RNA (40), and the DEAD-box RNA helicase DDX3. However, proteins involved in pathways considered to be negative regulators of mRNA translation and stability were also identified, e.g. those required for stress granule/body formation such as G3BP1, FMRI and the related FXR1 (41), the DEAD-box RNA helicases DDX6 and eIF4A2, and NMD and RNA turnover regulatory proteins, including UPF1 and eIF4A3 (Figure 1B and C, and Supplementary Table S2). As G3PB1 is a known component of stress granules, we compared our eIF4B interactome to core stress granule proteins (42). Interestingly, 14 of the 115 eIF4B interacting proteins are also core components of stress granules (Supplementary Figure S1B), highlighting a possible underappreciated role of eIF4B in stress granule biology.

These novel interactions with eIF4B were confirmed by immunoprecipitation and western blotting (Figure 1D and Supplementary Figure S1C). In some cases, increased binding of eIF4B in DoHH-2 cells could be attributed to increased expression, e.g. FMR1, eIF4A3 and DDX3, but this was not the case for other proteins, including UPF1, eIF4A1, eIF4A2 and G3BP1. Some interactions may also be linked to the increased rates of translation initiation in our tumour cell line. For example, binding of eIF4B to eIF4A1 enhances translation initiation, and we observe an increase of this interaction in DoHH-2 (tumour) relative to GM01953 (non-tumour). Furthermore, eIF4B was shown to bind phosphorylated UPF1 in both cell lines (Figure 1D), suggesting that this interaction may be more general and could be linked to UPF1 activity.

To confirm the interaction between eIF4B and two of the proteins implicated in regulation of NMD, eIF4A3 and UPF1, we carried out the inverse immunoprecipitations. We observed that eIF4B co-immunoprecipitated with eIF4A3 from DoHH-2 whole-cell lysates (Supplementary Figure S1D). As hyperphosphorylated UPF1 has previously been shown to accumulate in the cytoplasm (43), we generated cytoplasmic enriched DoHH-2 lysates and immunoprecipitated UPF1 with antibodies that recognized either the C-terminus or N-terminus. As an additional control, we also immunoprecipitated eIF4B. Importantly, following immunoprecipitation of UPF1 and digestion of all RNA, we observed binding of eIF4B, thus confirming the direct interaction between UPF1 and eIF4B (Supplementary Figure S1E).

Taken together, these data suggest a putative new role for eIF4B in the negative regulation of protein synthesis and mRNA stability.

### eIF4B binds to defined sites along the entire length of mRNA transcripts

To determine whether the increased level of eIF4B in DLBCL was associated with additional RNA binding capacity, RIC was carried out (Figure 2A). RIC utilizes oligo(dT) beads to capture RBPs bound to cellular RNA after UV cross-linking and demonstrated that eIF4B binds an increased amount of RNA in DoHH-2 cells compared to GM01953. 

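Cross-linked RNA from DoHH-2, a DLBCL cell line, and GM01953, a control B-cell line, was sequenced by iCLIP, which maps the nucleotide where the cross-linked protein stopped reverse transcription. The authors merged libraries with low read numbers into 4 independent replicates for DoHH-2 and 2 for GM01953. They removed PCR duplicates with the dedupe function of the BBMap package, demultiplexed with Je, trimmed barcodes and adapters, and mapped the reads to GRCh38 with HiSat2. The values used here come from their re-analysis of the pooled replicates, in which iCount gave the cDNA count at each cross-link position. For each position iCount also gave a false discovery rate (FDR), found by permuting the counts within the gene. Because the replicates were pooled, every position has a single value per cell line, and neither an SD nor a test between the cell lines can be given. DoHH-2 had 2033156 cDNA counts at 1179243 positions. GM01953 had 167197 cDNA counts at 78474 positions, so the depth of DoHH-2 was 12.2 times that of GM01953. The mean count per position was 1.72 in DoHH-2 and 2.13 in GM01953. Positions with an FDR below 0.05 were taken as eIF4B binding sites, and they held 43.7% of the counts in DoHH-2 and 55.6% in GM01953. Positions that the authors assigned to no gene held 10.3% of the counts in DoHH-2 and 16.0% in GM01953, and none of these positions had an FDR below 1. Sites were placed in the regions of genes with GENCODE release 44. Shares are given with Wilson 95% confidence intervals, which cover counting error only, and not differences between replicates or PCR duplicates that were left.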

To assess the target sites of eIF4B in DoHH-2 compared to GM01953, iCLIP analysis was carried out. RNA was cross-linked to interacting proteins by UV and eIF4B-bound RNA was determined by next-generation sequencing. In total, we identified 3195 and 1712 individual RNAs bound by eIF4B in DoHH-2 and GM01953, respectively, whereas 1059 were bound in both cell lines (Figure 2B). Moreover, we observed ∼10-fold more binding sites in DoHH-2 (253 791 binding sites) compared to GM01953 (27 807 binding sites).

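A gene was counted as bound when its eIF4B binding sites held more than 20 cDNA counts in the pooled replicates. By this measure 4657 genes were bound in DoHH-2 and 905 in GM01953, of which 4375 and 846 were protein-coding. There were 799 genes bound in both cell lines, which is 88.3% of the genes bound in GM01953. A further 3858 genes passed the count in DoHH-2 only and 106 in GM01953 only. The authors called individual RNAs by their enrichment over total RNA with DESeq2, a step not repeated here because it needs the counts of total mRNA sequencing. For GM01953, taking every gene with at least 1 site moved the number most, to 7955, with 10585 genes in DoHH-2. The number in DoHH-2 moved most in an alternative chosen after seeing the data, in which DoHH-2 was thinned at random to the total count of GM01953 and the FDR was recomputed in both cell lines. The order then changed, with 189 genes in DoHH-2, 753 in GM01953 and 164 in both. It also changed when DoHH-2 was thinned and no FDR threshold was used, with 1492 genes in DoHH-2 and 1591 in GM01953.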

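The FDR threshold of 0.05 was passed by 253791 positions in DoHH-2 and 28699 in GM01953, a ratio of 8.84. The number for DoHH-2 equals the paper's, and that for GM01953 is above the paper's. An FDR below 0.01 gave 23073 positions in GM01953, which is below the paper's number. Without the FDR threshold the ratio was 15.0. The alternatives that moved the ratio most compared the cell lines at equal depth. When the counts of DoHH-2 were thinned at random to the total of GM01953, 131585 positions kept at least 1 count, a ratio of 1.68. At the same depth, 10988 positions of DoHH-2 and 30759 positions of GM01953 had at least 2 counts, a ratio of 0.357. With the FDR recomputed at equal depth, which was chosen after seeing the data, 12726 sites passed in DoHH-2 and 26434 in GM01953, a ratio of 0.481. Across 10 random draws at this depth the ratio lay between 0.482 and 0.496. The recomputed FDR recovered 85.8% of the sites with an authors' FDR below 0.05 in GM01953 and 94.2% of those in DoHH-2 at full depth. Positions with a single count made up 83.9% of all positions in DoHH-2 and 60.8% in GM01953.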

**Figure 2.**
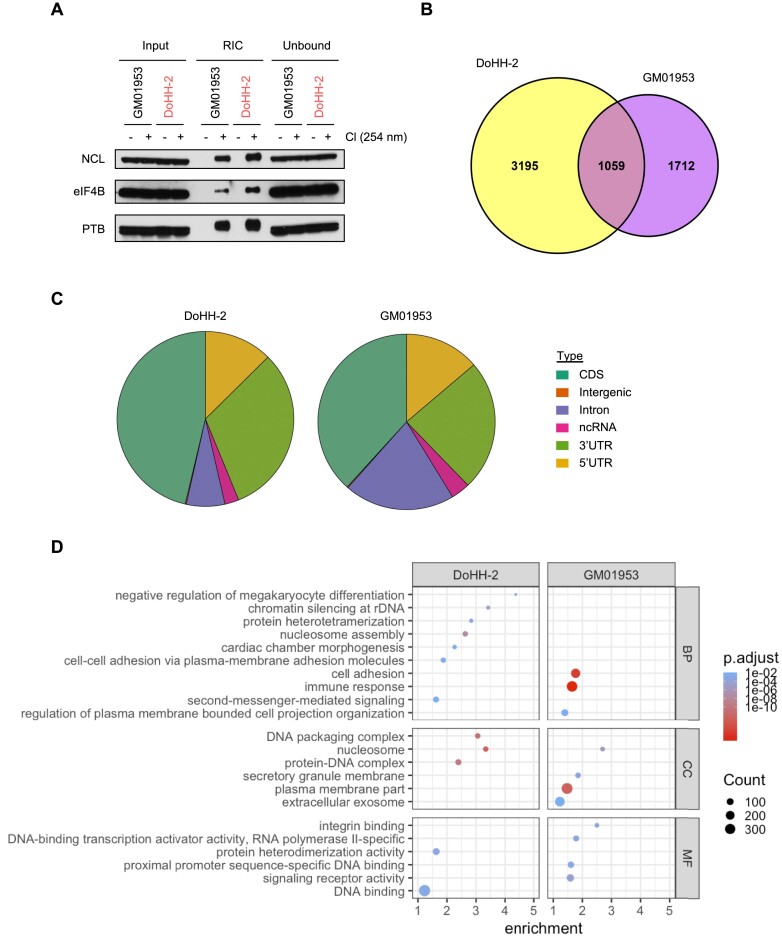
Identification of eIF4B RNA binding sites by iCLIP in DLBCL. (**A**) Cell lysates from GM01953 and DoHH-2 were subjected to RIC after UVC (254 nM) cross-linking (Cl). RIC samples were analysed by immunoblotting for the indicated RBPs and loading was normalized to RNA. Blots shown are representative of three independent experiments. (**B**) Venn diagram of the number of significant (Wald test *P*-value <0.05) individual RNAs bound by eIF4B in DoHH-2, GM01953 or both cell lines. (**C**) Distribution of iCLIP peaks across RNA species bound by eIF4B in DoHH-2 and GM01953 cells. (**D**) GO analysis of mRNAs bound by eIF4B in DoHH-2 and GM01953 cells (BP, biological processes; CC, cellular components; MF, molecular functions). Fold enrichment shows the enrichment of genes above the expected and significance was determined by Fisher’s exact test.

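Each eIF4B binding site was assigned to a coding sequence, UTR, intron, non-coding RNA or intergenic region by the transcripts that cover it, with exons of coding transcripts taking precedence. Non-coding RNA held 6617 sites in DoHH-2, which is 2.61% (95% interval 2.55–2.67), and 1024 sites in GM01953, which is 3.57% (3.36–3.79). With the FDR recomputed at equal depth, chosen after seeing the data, the order changed, with 4.46% in DoHH-2 and 3.94% in GM01953. The coding sequence and UTRs of protein-coding genes together held 91.6% of sites in DoHH-2 (91.5–91.7) and 77.4% in GM01953 (76.9–77.9). Most of the remainder in GM01953 lay in introns, at 18.8% of sites (18.4–19.3), against 5.63% in DoHH-2 (5.55–5.72). Intergenic sites made up 0.189% in DoHH-2 and 0.185% in GM01953.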

The majority of interactions with eIF4B were identified within mRNA transcripts, whereas only 3.5% (GM01953) and 2.6% (DoHH-2) of binding occurred within non-coding RNA, such as rRNA [in agreement with the data obtained in yeast (40)] (Figure 2C and Supplementary Table S3). The distribution of eIF4B binding sites across mRNAs showed the expected binding at the 5′ UTR, consistent with a role for eIF4B in stimulating the activity of eIF4A during translation initiation; however, binding of eIF4B was observed across the entire length of mRNA transcripts (Figure 2C and Supplementary Figure S2A).

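The 5′ UTR held 14.8% of the eIF4B binding sites in DoHH-2 (95% interval 14.7–15.0) and 16.4% in GM01953 (16.0–16.9). Along the mRNA, cDNA counts at sites were summed over 5 regions of the longest coding transcript of each protein-coding gene, with the start and stop codon regions reaching 50 nt to each side of the codon. In DoHH-2, 3646 genes had more than 20 counts in these regions. Their counts per kb were 65.0 in the 5′ UTR, 261 around the start codon, 37.8 in the CDS, 579.8 around the stop codon and 21.8 in the 3′ UTR. The CDS held 30.8% of the counts (30.7–30.9) and the 3′ UTR 20.9% (20.8–21.0). Counts in the 5′ UTR were found in 1717 genes, around the start codon in 2254, in the CDS in 3402, around the stop codon in 1445 and in the 3′ UTR in 2989. The region around the stop codon, with the highest density, thus had counts in the fewest genes (39.6%). The densities sum the counts of all genes, so histone mRNAs with high counts weigh most.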

There were also differences observed between DoHH-2 and GM01953 in terms of distribution of binding as eIF4B bound more sites within the CDS and 3′ UTR of mRNAs in DoHH-2 (Figure 2C). 

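Within the CDS lay 116550 sites of DoHH-2, which is 45.9% (95% interval 45.7–46.1), and 11786 sites of GM01953, which is 41.1% (40.5–41.6). The 3′ UTR held 78244 sites of DoHH-2, or 30.8% (30.7–31.0), and 5716 sites of GM01953, or 19.9% (19.5–20.4). The share in DoHH-2 was therefore higher by 4.86 percentage points in the CDS and by 10.9 in the 3′ UTR, and lower in introns (−13.2). The alternative that moved the CDS most kept every position whatever its FDR, and the difference was then reversed (−2.48). With DoHH-2 thinned to the depth of GM01953 and no FDR threshold, the difference in the CDS was 0.146 percentage points and that in the 3′ UTR 7.22. With the FDR recomputed at equal depth, chosen after seeing the data, that in the CDS was 4.52. In each of these comparisons the 3′ UTR share was higher in DoHH-2. The intervals describe 1 pooled library per cell line, so the spread between replicates is not known.

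**Figure D1:**
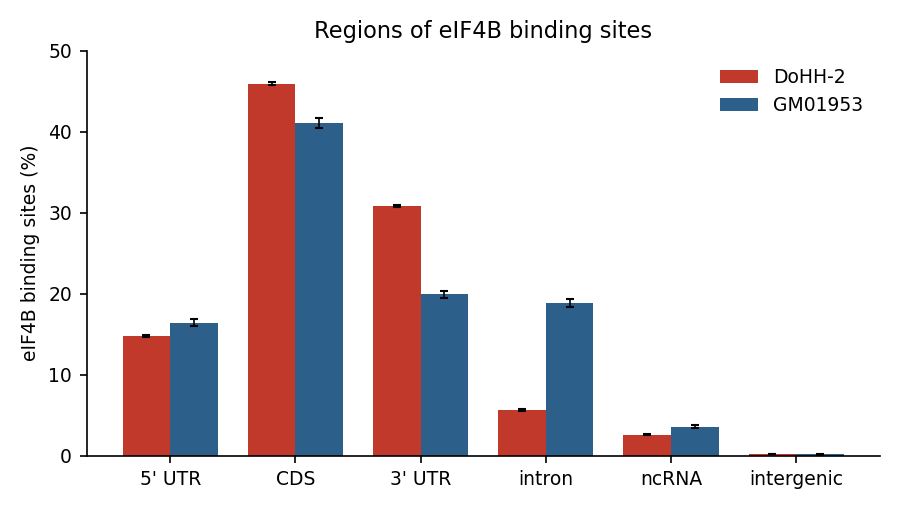
Share of eIF4B binding sites (%, vertical axis) in each region (horizontal axis) for DoHH-2 and GM01953. Bars start at 0 and error bars are Wilson 95% intervals. The 3′ UTR bar stands at 30.8% in DoHH-2 and 19.9% in GM01953.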

GO analysis was used to identify the biological processes, cellular components and molecular functions of the mRNAs bound by eIF4B. 

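Genes are given here as the authors' table assigns the positions, and histone genes were recognised by name unless a list is stated. Among the 20 protein-coding genes with the highest counts at eIF4B binding sites, 17 encoded histones in DoHH-2 and 14 in GM01953, not counting a gene listed as HIST1H3D, which has no histone name in GENCODE release 44. Of all protein-coding genes with more than 20 counts, 46 in DoHH-2 (1.05%, 95% interval 0.789–1.40) and 50 in GM01953 (5.91%, 4.51–7.71) were replication-dependent histone genes. The 37 histone genes with a stem–loop listed in Supplementary Table S5 held 193734 of the 888079 counts at sites in DoHH-2, which is 21.8% (21.7–21.9). In GM01953 they held 10578 of 92989 counts, which is 11.4% (11.2–11.6), a ratio of 1.92. Counting sites instead of cDNA counts moved this result most and reversed it, with 1.84% of sites in DoHH-2 and 4.28% in GM01953. H4C8 (ENSG00000158406, chromosome 6 of GRCh38 from 26277609 to 26285638) had the highest count of any gene in both cell lines, with 27128 counts at 366 sites in DoHH-2 and 1297 counts at 82 sites in GM01953. The next 4 genes in DoHH-2 were H4C5 (19750 counts), the gene listed as HIST1H3D (ENSG00000282988, 17085 counts), H4C3 (15345 counts) and H2BC15 (14287 counts). In GM01953 they were ACTB (1015 counts), H2BC15 (822 counts), H2BC5 (811 counts) and H4C5 (779 counts). The positions assigned to H2BC15 lie mostly on the mRNA of another histone gene, H2AC16, which holds 13318 of these counts in DoHH-2 and 718 in GM01953, while the mRNA of H2BC15 holds 957 and 104. They are also part of the sum over the 37 genes. Those of HIST1H3D lie on the mRNAs of H3C4 (9662 counts) and H2AC7 (7416 counts) in DoHH-2.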

Interestingly, distinct differences in mRNA binding were observed in both cell lines, most notably in GO terms relating to DNA packaging, nucleosome and nucleosome assembly (Figure 2D).

### eIF4B displays distinct binding patterns on different subsets of transcripts

The transcripts bound by eIF4B in DoHH-2 cells can be clustered based on the region of binding (Figure 3A) and the data suggest that the location of binding on the mRNA is mutually exclusive in a small subset of transcripts. For example, transcripts showing an enrichment of eIF4B binding to the 5′ UTR do not show enrichment in binding elsewhere on the transcript (Figure 3A and Supplementary Figure S3A). 

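For each of the 3646 genes the counts in each region were divided by its length, and a gene was assigned to the region that held at least 50% of the summed densities. A dominant region was found for 75.7% of the genes. These were 599 genes with dominant binding in the 5′ UTR, 1021 around the start codon, 355 in the CDS, 301 around the stop codon and 484 in the 3′ UTR, and 886 genes had none. Asking for at least 70% of the summed densities left 261, 532, 208, 131 and 244 genes in the same order, and asking for more than 50 counts per gene left 293, 524, 87, 162 and 205. These alternatives moved the groups most. The paper formed its groups by unsupervised clustering on the occupancy of the same 5 regions, which was not repeated here. When the counts of each gene were turned along its mRNA by a random distance, a mean of 372 genes had a dominant start codon region, with at most 417 in 100 draws. The mean was 309 genes for the 5′ UTR, with at most 348. More genes than observed were found in every draw for the CDS (mean 822, at least 761), the stop codon (mean 400.1, at least 346) and the 3′ UTR (mean 949, at least 896).

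**Figure D2:**
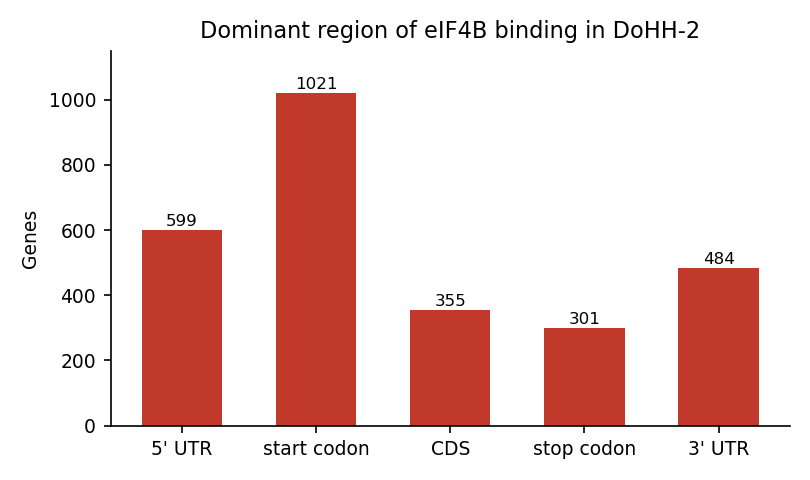
Number of genes (vertical axis) in DoHH-2 whose cDNA counts per nt at eIF4B binding sites have a dominant region (horizontal axis). Each bar is the count of genes in 1 region, and the start codon bar is the tallest at 1021 genes.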

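In the 599 genes with dominant binding in the 5′ UTR, the median share of the summed density was 66.9% in the 5′ UTR, and 0% around the start codon, 6.75% in the CDS, 0% around the stop codon and 4.25% in the 3′ UTR. The highest share of any other region had a median of 20.9%. In 278 of these genes (46.4%) every other region stayed below 20%, and in 9 genes no count lay outside the 5′ UTR. Because the 5′ UTR is short, a median of 31.8% of the counts of these genes lay within it. From the location of binding, the paper proposes that eIF4B occupies positions on the mRNA that exclude one another in a subset of transcripts. The 599 genes were chosen for a high share in the 5′ UTR, so low shares elsewhere follow in part from this choice. These shares therefore do not test that proposal.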

In general, eIF4B binding within the 5′ UTR of mRNAs is associated with protein products that function in cell growth and proliferation (Supplementary Figure S3A), whereas binding near the stop codon shows enrichment for mRNAs that encode histones (i.e. nucleosomes) (Figure 3B and Supplementary Figure S3A), suggesting that binding location may be associated with the function of the encoded proteins. 

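The group of 301 genes with dominant binding around the stop codon included 40 replication-dependent histone genes by name, of which 22 have a stem–loop listed in Supplementary Table S5. The start codon group included 2 histone genes, the 5′ UTR group 1, and the CDS and 3′ UTR groups 0. A further 5 histone genes had no dominant region. The median count per gene was 54 in the stop codon group and 50 in the 5′ UTR group.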

Since eIF4B interacts with a range of RBPs (Figure 1), one hypothesis, consistent with these data, is that eIF4B could differentially regulate subsets of mRNAs depending on its interacting protein partners, resulting in translational activation of some mRNAs and repression/turnover of others.

**Figure 3.**
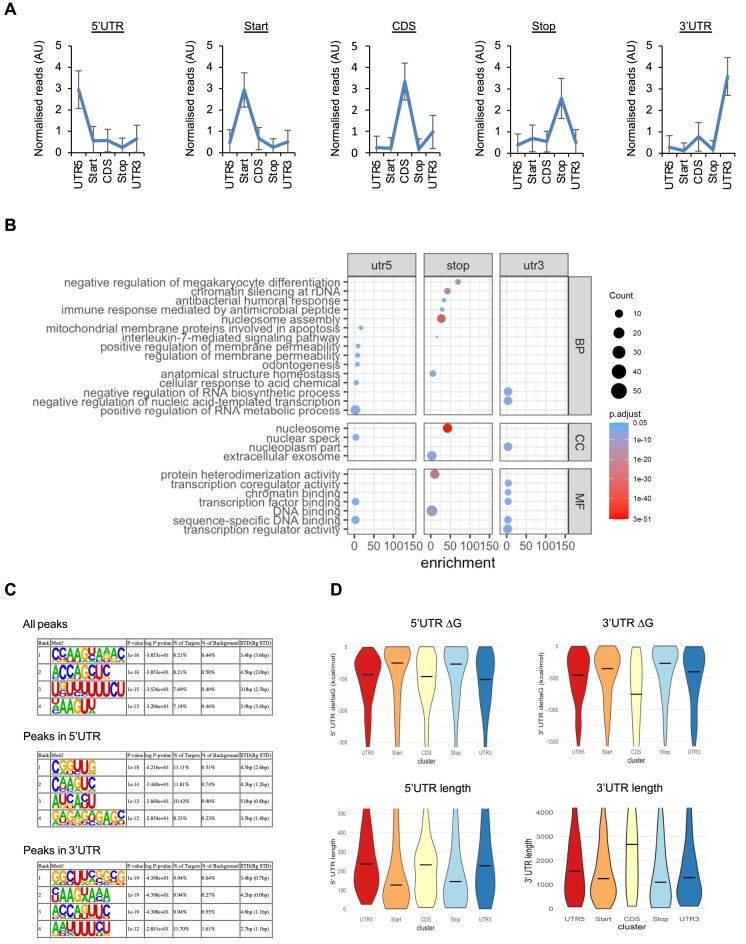
eIF4B binds across the entire length of mRNA transcripts. (**A**) A subset of mRNAs bound by eIF4B in DoHH-2 cells were classified within five distinct groups based on the location of eIF4B binding (5′ UTR = 164 genes; start codon = 199 genes; CDS = 56 genes; stop codon = 125 genes; 3′ UTR = 124 genes). Data values show mean normalized reads with standard deviation (*n* = 4). (**B**) GO analysis of the RNAs bound by eIF4B at the 5′ UTR, stop codon and 3′ UTR (BP, biological processes; CC, cellular components; MF, molecular functions). Fold enrichment shows the enrichment of genes above the expected and significance was determined by Fisher’s exact test. (**C**) eIF4B binding motifs were analysed within all peaks, 5′ UTR and 3′ UTR eIF4B binding groups shown in panel (A). Motifs are ranked by enrichment *P*-value calculated by HOMER (35). % of targets: number of target sequences with motif/total targets; % of background: number of background sequences with motif/total background; STD(Bg STD): standard deviation of position in target and background sequences. (**D**) The length and Δ*G* of 5′ and 3′ UTRs of mRNAs within each eIF4B binding cluster (shown in panel A) were analysed. mRNAs are grouped by the region they are bound by eIF4B (5′ UTR, start codon, CDS, stop codon, 3′ UTR).

The eIF4B binding motifs of the transcripts within each cluster were analysed, and again, these show distinct region-specific differences (Figure 3C). 

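The highest eIF4B binding site within the 5′ UTR was taken for each of 2426 genes in DoHH-2, with 20 nt of sequence around it. The words GAGAGA or AGAGAG were present in the windows of 23 genes, which is 0.948% (95% interval 0.633–1.42). In windows drawn at random from the same 5′ UTRs the mean was 0.979% over 1000 draws, so the fold was 0.969 (one-sided permutation test, p = 0.587). The alternatives moved the fold to at most 1.14 (7 of the 599 genes with dominant 5′ UTR binding, permutation p = 0.422, chosen after seeing the data). HOMER, which the authors used to find motifs against regions of genes without eIF4B binding, was not run, and that background was not used. Among genes with a word, HMGB1 had the highest count, with 55 counts at position 30465916 on chromosome 13 of GRCh38 and the sequence AGCGGAGAGAGTGAGGAGGC around it.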

Interestingly, one binding motif in the 5′ UTR (GAGAGAGAGC, Figure 3C) is similar to that reported for eIF4A (38,44), consistent with the role of eIF4B in stimulating eIF4A. To examine whether there are RNA structural differences related to the position-dependent eIF4B binding, we plotted the Δ*G*, 5′ UTR and 3′ UTR length for each eIF4B binding cluster. The 5′ UTR length of mRNAs bound by eIF4B in the CDS, 5′ UTR and 3′ UTR binding clusters is overall longer and predicted to be more structured (Figure 3D). Conversely, the 3′ UTR length of mRNAs bound by eIF4B within the CDS cluster is longer and more structured than that in the stop cluster, possibly due to the increased number of histone mRNAs identified within the stop cluster.

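Lengths and structures were taken from the longest coding transcript of each gene. The median 5′ UTR length was 200 nt (quartiles 123–375.5) in the 5′ UTR group, 134 nt (54–281.5) in the CDS group and 223 nt (91–406) in the 3′ UTR group. It was 83 nt (34–234) in the start codon group and 131 nt (39–337) in the stop codon group. The 5′ UTR, CDS and 3′ UTR groups together (1438 genes) had a median of 191 nt, and the start and stop codon groups (1322 genes) 91.5 nt. The first set was not longer throughout, as the CDS group was level with the stop codon group, which without histone genes (by name) had a median of 174 nt. At the 70% threshold the CDS group had the longer median (128.5 nt against 109 nt). The difference of 99.5 nt between the sets had p = 1e-05 in a two-sided permutation test across genes, the smallest p that its 100000 resamples can give. Genes are not replicates, so the test describes sets of genes within 1 pooled library. Among the alternatives, the 70% threshold moved the difference most, to 120 nt. Random turning of the counts along each mRNA gave a mean difference of 12.7 nt. It also changed the sizes of the groups, so it does not measure the part that is built in. The minimum free energy of the 5′ UTR, computed with RNAfold, had a median of −76.9 kcal/mol in the first set of groups and −34.6 kcal/mol in the second, which differed with the same smallest permutation p. Per nt the medians were −0.378 and −0.335 kcal/mol. The CDS group had a median of −54.3 kcal/mol and the stop codon group −54.6, or −72.5 without histone genes. At the 70% threshold these were −55.8 and −36.5.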

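The median 3′ UTR length was 1996 nt (quartiles 933–3876.5) in the CDS group and 1042 nt (111–2621) in the stop codon group. The difference of 954 nt reached the smallest p that the two-sided permutation test across genes can give. With the replication-dependent histone genes left out by name, the stop codon group kept 261 genes with a median of 1488 nt. The difference from the CDS group was then 508 nt (permutation p = 0.0180). Random turning of the counts along each mRNA gave a mean difference of 53.0 nt. The folding energy of 3′ UTRs was not computed.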

Taken together, these data suggest that eIF4B binds different subsets of mRNAs in positions that are mutually exclusive.

### eIF4B binds directly to replication-dependent histone mRNAs

As eIF4B is known to enhance the helicase activity of eIF4A, it was not surprising to identify binding of eIF4B to the 5′ UTR region of mRNAs. However, more unexpectedly, we identified binding of eIF4B near the stop codon of a subset of mRNAs, which included a large enrichment of replication-dependent histone mRNAs. It was therefore important to confirm eIF4B binding within the unexpected ‘stop codon’ cluster.

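The share of the summed density around the stop codon was compared for 23 replication-dependent histone genes of Supplementary Table S5 in DoHH-2. Its median was 73.8% (quartiles 67.0–89.3). Random lists of as many coding genes, matched on total count, had a median of 18.4%, and the highest of 10000 lists reached 30.8%. Of the 20 coding genes with the highest counts 17 encoded histones, so the match on count is loose for the top histone genes. The lists were not matched on 3′ UTR length. Histone 3′ UTRs had a median length of 60 nt in the 22 with more than 20 counts. The stop codon region reaches 50 nt into them, so part of the excess over the lists may follow from this. Measuring the codon regions over 25 nt instead of 50 nt gave 68.5%. The median moved most, to 79.6%, on the select transcript of each gene, which was chosen after seeing the data. Both were above each of their random lists. H1-4 (ENSG00000168298, chromosome 6 of GRCh38 from 26156329 to 26157115) had 7676 counts at 100 sites, with 94.0% of the summed density around the stop codon. For H2AC6 (ENSG00000180573, chromosome 6 from 26124145 to 26139116) the share was 74.7%, with 5813 counts. It was 79.9% for H4C8 and 83.7% for H4C3. H3C10 (ENSG00000278828, chromosome 6 from 27810051 to 27811300) had 7974 counts at 198 sites. H2AX (ENSG00000188486, chromosome 11 from 119093874 to 119095465), whose share was 52.9%, also had 20.5% of its density in the 5′ UTR.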

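The distance of each eIF4B binding site from the first base of the histone stem–loop was measured from 100 nt upstream to 50 nt downstream, with the stem–loop taken from Supplementary Table S5. In DoHH-2, 139198 counts of 27 genes lay in this window, and all of them were upstream of the stem–loop, with 0 inside it. The median distance was −29 nt (quartiles −44 and −20), with a bootstrap 95% interval over genes from −32 to −25. The most frequent distance was −20 nt, with 4.27% of the counts. The 11 to 40 nt upstream of the stem–loop held 67.7% of the counts, and the last 10 nt 3.17%. Counting each site once moved the median most, to −44 nt. Without the FDR threshold, 142566 counts were upstream, 2 inside and 8 downstream. In GM01953, 8797 counts of 32 genes had a median distance of −23 nt (quartiles −33 and −17). Counts close to other RNA 3′ ends were also measured. In 23 small RNAs with a defined 3′ end, the 5th percentile of the distance of counts from that end had a median of 32 nt. For histone mRNAs it was 34 nt. A loss of short cDNAs near RNA 3′ ends would leave such a gap, so the 0 inside may not show an absence of binding.

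**Figure D3:**
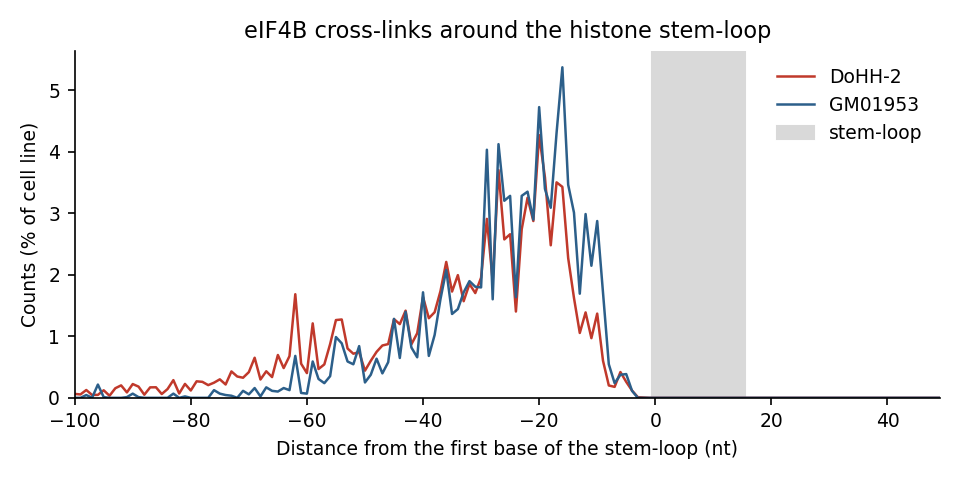
Counts at eIF4B binding sites as a percentage of each cell line's counts in the window (vertical axis) against the distance from the first base of the stem–loop in nt (horizontal axis). Lines are DoHH-2 and GM01953, and the grey band marks the stem–loop. Both lines lie upstream of the stem–loop, with their highest points at −20 nt in DoHH-2 and −16 nt in GM01953.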

Replication-dependent histone mRNAs are unique since they contain a stem–loop (a six-base stem and four-nucleotide loop) at their 3′ end instead of a poly(A) tail (45) (Figure 4A), and our iCLIP data show that the distribution of eIF4B binding is upstream of this structure (Figure 4B). Moreover, as eIF4B was bound to many replication-dependent histones, several conserved sequences were identifiable within our dataset (Figure 4C). 

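The 16 nt of the stem–loop took 7 distinct sequences among the 37 genes in the reference genome. GGCTCTTTTCAGAGCC was present in 18 genes, GGCTCTTTTAAGAGCC in 7, GGCCCTTTTCAGGGCC in 6 and GGCCCTTTTTAGGGCC in 3. The 5 nt before the stem–loop were CCAAA in 23 genes, and 34 genes had AAA directly before it. In the genes with more than 20 counts from 100 nt upstream to 50 nt downstream of it in DoHH-2, the site with the highest count lay between 62 and 12 nt upstream of the stem–loop. These are sequences of the bound genes, and no motif search was run on them.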

To examine the interaction of eIF4B with histone mRNAs, a fluorescence-based *in vitro* binding assay was used (38). The histone 1 mRNA sequence was used to design ‘tool’ RNAs that encompassed the stop codon to the stem–loop (Figure 4A and Supplementary Table S4). These include a full-length RNA (His1-FL), one without the stem–loop (His1-ssRNA), the stem–loop alone (His1-SL), a negative control RNA sequence (CAA) and a positive control sequence (30 nt AG), which is an eIF4A-dependent sequence (38,44) and overlaps with the identified eIF4B 5′ UTR motif (Figure 3C). By determining the dissociation constant (*K*_D_), where a lower *K*_D_ indicates increased binding affinity, these data suggest that eIF4B binds to full-length histone 1 (His1-FL; Figure 4D) and, in support of our iCLIP data, preferentially binds to the ssRNA region upstream of the stem–loop (His-ssRNA; Figure 4D). Moreover, eIF4B binding to the ssRNA region was also observed with tool RNAs based on the histone 4 mRNA (Supplementary Figure S4A). As our *in vitro* assay measured binding of recombinant eIF4B to synthetic histone RNAs, it was important to confirm endogenous eIF4B binding to both histone 1 (H1–4) and histone 4 (H4C8) mRNAs. We therefore carried out RIP–qPCR analysis following eIF4B immunoprecipitation from DoHH-2 cells and observed eIF4B binding to both H1–4 and H4C8 mRNAs relative to the IgG control (Supplementary Figure S4B).

**Figure 4.**
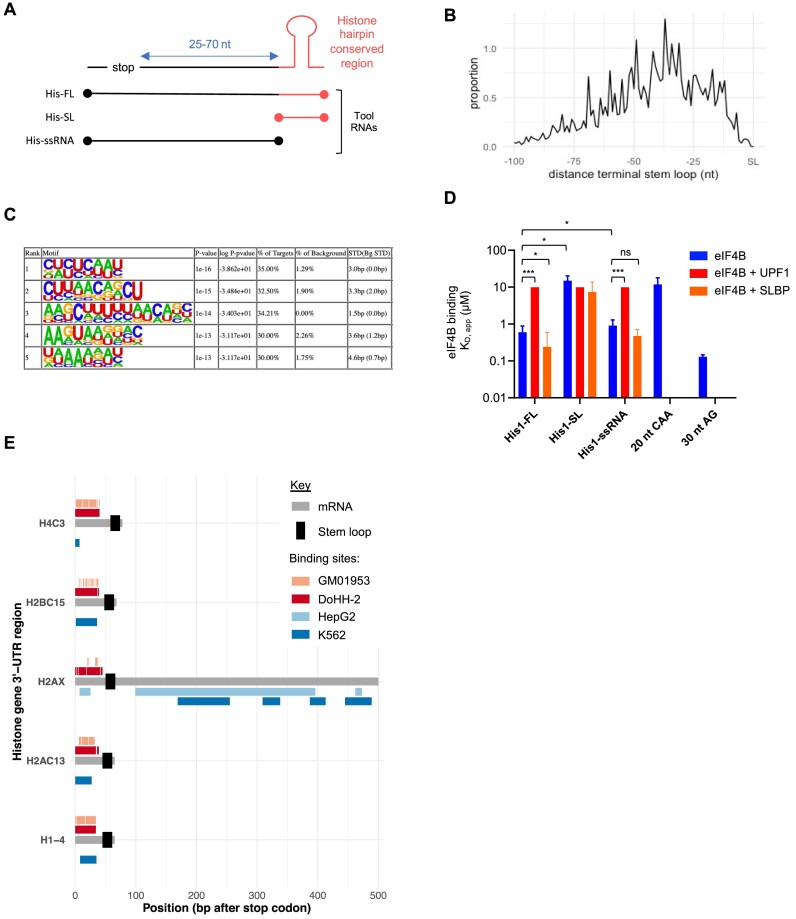
eIF4B binds histone mRNAs. (**A**) Schematic representation of replication-dependent histone 3′ UTRs and tool RNAs generated for fluorescence-based RNA binding assays. (**B**) Distribution of eIF4B binding sites relative to the stem–loop on replication-dependent histone mRNAs from DoHH-2 iCLIP analysis. Proportion is an arbitrary value of eIF4B binding across all histone mRNAs. (**C**) eIF4B binding motifs were analysed within histone mRNAs in DoHH-2 cells. Motifs are ranked by enrichment *P*-value calculated by HOMER (35). % of targets: number of target sequences with motif/total targets; % of background: number of background sequences with motif/total background; STD(Bg STD): standard deviation of position in target and background sequences. (**D**) Fluorescence-based RNA binding assay showing eIF4B binding to tool RNAs based on histone 1 mRNA. Dissociation constants of RNA binding affinity of eIF4B alone and in the presence of UPF1 and SLBP. Error bars represent mean ± standard deviation (*n* = 3 independent experiments); *P ≤ 0.05 and ***P ≤ 0.001 by ANOVA. His1-FL: full-length sequence; His1-SL: containing histone stem–loop only; His1-ssRNA: full-length sequence minus the stem–loop; 20 nt CAA: negative control RNA; 30 nt AG: positive control RNA. Binding to 20 nt CAA and 30 nt AG was only carried out in the presence of eIF4B alone. (**E**) Comparison of eIF4B iCLIP binding sites from DoHH-2 (red) and GM01953 (peach) with UPF1 eCLIP binding sites from K562 (dark blue) and HepG2 (light blue) on histone mRNAs. All mRNAs (grey) were aligned at the stop codon and the stem–loop location is indicated in black.

UPF1 is an RNA helicase that binds to SLBP and the stem–loop region of histone mRNAs, and is required for rapid histone mRNA degradation at the end of S phase or in response to replication stress (46). As we previously identified a direct interaction between eIF4B and UPF1 (Figure 1), it was important to determine how UPF1 and SLBP affected eIF4B binding in our *in vitro* assay. Interestingly, the presence of UPF1 blocked eIF4B binding to the His1-ssRNA RNA, whereas SLBP had no effect (Figure 4D). As eIF4B is known to promote the helicase of eIF4A, we next wanted to determine whether the interaction between eIF4B and UPF1 could affect UPF1 helicase activity. We used a fluorescence-based RNA unwinding assay using a tool RNA based on histone 4 mRNA to monitor relative unwinding by UPF1 in the presence of eIF4B or SLBP (Supplementary Figure S4C). Although UPF1 showed preference to the histone RNA over our negative control AG (eIF4A1-dependent) sequence, the addition of eIF4B had minimal impact on UPF1 activity. Furthermore, we observed that UPF1 had a much greater affinity for the tool RNAs *in vitro* than eIF4B (Supplementary Figure S4D). Taken together, these *in vitro* data suggest that eIF4B and UPF1 could compete for the same binding sites on histone mRNAs.

To determine whether the binding sites of eIF4B overlapped with those of UPF1, we compared the binding regions from our eIF4B iCLIP data to published UPF1 eCLIP datasets from K562 and HepG2 cells (37). Our comparisons indicated that the binding regions of UPF1 and eIF4B significantly overlap within the 3′ UTRs (Supplementary Table S5). Moreover, an overlap in eIF4B and UPF1 binding upstream of the stem–loop was observed on histone mRNAs between DoHH-2 and K562 (Figure 4E and Supplementary Table S5). 

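The UPF1 eCLIP intervals of Supplementary Table S5 cover 12 of the 56 listed histone 3′ UTRs in K562, a leukaemia cell line. In these 56 3′ UTRs, 248 of the 1068 eIF4B binding sites of DoHH-2 lay inside a UPF1 interval, which is 23.2%. When the intervals were placed at random within their own 3′ UTRs 10000 times, a mean of 16.4% lay inside, so the fold was 1.41 (one-sided permutation test, p = 0.0170). Adjusted by Benjamini-Hochberg over the 4 pairs of cell lines, p was 0.0680. Intervals were placed independently and could overlap, so the placements can cover less sequence than the real intervals. Rotating the intervals of each 3′ UTR together keeps their coverage. It put 18.9% of sites inside at random, which is 1.23-fold (permutation p = 0.101, adjusted p = 0.201). The paper's reported values for this pair are 1.52-fold and p = 0.0258 from GAT, and the supplementary table gives the same values for this pair over all 3′ UTRs. The alternative that moved the fold most, chosen after seeing the data, placed the intervals anywhere in histone 3′ UTRs. It gave 2.99-fold with an adjusted permutation p of 0.0004. Since 34 of the 56 3′ UTRs had a site in DoHH-2, it also measures whether intervals and sites share 3′ UTRs. Over the 4 alternatives the adjusted p ranged up to 0.201. In H1-4, whose 3′ UTR lies on chromosome 6 from 26157051 to 26157115, 26 of 35 sites lay inside UPF1 intervals. This was 35 of 39 sites in H2BC15, 28 of 38 in H2AC13 and 8 of 41 in H4C3. In H2AX 0 of 41 sites did. Of the 248 sites inside, 97 lay in 3′ UTRs with a stem–loop. The others lay in MACROH2A1 (50 sites), H3-3B (32), H2AZ2 (29), H2AZ1 (22) and H1-10 (18), which have no stem–loop. In 3′ UTRs with a stem–loop alone, 97 of 711 sites were inside, which is 1.45-fold (permutation p = 0.0804, adjusted p = 0.134).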

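For the other pairs of cell lines, the same placement of UPF1 intervals was compared with eIF4B binding sites in histone 3′ UTRs. In HepG2, a liver cancer cell line, 8 of the 3′ UTRs carry a UPF1 interval. Of the DoHH-2 sites, 57 lay inside these intervals (5.34% against 6.12% at random, 0.872-fold, adjusted permutation p = 0.618). Counting cDNAs instead of sites changed the direction to 1.48-fold (adjusted permutation p = 0.154). In GM01953, 65 of 602 sites lay inside the K562 intervals (10.8% against 7.39%, 1.46-fold, adjusted permutation p = 0.147). For this pair, placing the intervals anywhere in histone 3′ UTRs, chosen after seeing the data, gave an adjusted permutation p of 0.0312. That placement also measures whether intervals and sites share 3′ UTRs. The other alternatives gave an adjusted permutation p of 0.113 to 0.154. Only 2 sites of GM01953 lay inside the HepG2 intervals (0.332% against 0.171%, 1.94-fold, adjusted permutation p = 0.294). With the intervals rotated around each 3′ UTR, this fold was 0.900.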

Binding of eIF4B upstream of the stem–loop was extensive in our iCLIP analysis (Supplementary Figure S4E), and although we did observe some overlap of UPF1 and eIF4B binding sites in HepG2 and GM01953 (Figure 4E), it was not significant (Supplementary Table S5). However, it is important to note that the lower number of reads from GM01953 and HepG2 limited the statistical power of this analysis.

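The histone 3′ UTRs held 98596 counts in DoHH-2 and 7429 in GM01953. Supplementary Table S5 lists 54 UPF1 intervals in histone 3′ UTRs for K562 and 33 for HepG2. Of the 3′ UTRs with a HepG2 interval, 6 had an eIF4B binding site in DoHH-2 and 2 in GM01953. From the lower number of reads in GM01953 and HepG2, the paper reasons that the power of the comparison was limited.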

Taken together, these data suggest that eIF4B binds histone mRNAs upstream of the stem–loop and may compete with UPF1 for binding sites, suggesting that eIF4B could play a role in the either RNA stability or turnover of replication-dependent histone mRNAs.

### eIF4B regulates the stability of replication-dependent histone mRNAs and contributes to S-phase progression

The consequences of eIF4B binding to its target mRNAs include that it directly controls protein levels by stimulating mRNA translation or that it controls protein expression indirectly through regulating mRNA stability and turnover. Our iCLIP data show that eIF4B binds to the structured 5′ UTR of CDK4 mRNA (Supplementary Figures S3A and S5A), consistent with its role as a stimulator of eIF4A. 

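CDK4 (ENSG00000135446) lies on the minus strand of chromosome 12 of GRCh38 from 57747727 to 57756013. Its longest coding transcript has a 5′ UTR of 155 nt, a CDS of 912 nt and a 3′ UTR of 798 nt. In DoHH-2, 84 of the 321 counts at its eIF4B binding sites lay upstream of the start codon, which is 26.2% (95% interval 21.7–31.2). This corresponds to 542 counts per kb, against 139 counts per kb in the rest of the mRNA. Without the FDR threshold, which moved the share most, it was 19.7% (87 of 442 counts, 16.2–23.6), and counting each of the 152 sites once gave 31.6%. By region, 63 counts lay in the 5′ UTR, 56 around the start codon, 64 in the CDS, 2 around the stop codon and 136 in the 3′ UTR. The 5′ UTR held 42.1% of the summed density, below the 50% that defined a dominant region, and the start codon region 38.2%. The 5′ UTR had a predicted minimum free energy of −73.5 kcal/mol and a GC content of 69.7%. In GM01953, 0 of 22 counts lay upstream of the start codon, and the 95% interval reaches 14.9%.

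**Figure D4:**
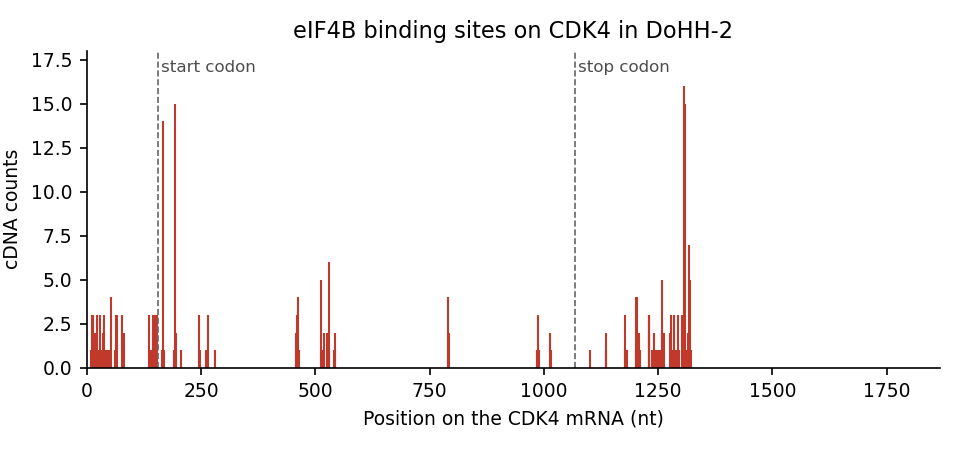
cDNA counts at eIF4B binding sites of DoHH-2 (vertical axis) along the CDK4 mRNA in nt from its 5′ end (horizontal axis). Each bar is 1 site, and dashed lines mark the start and stop codons. The tallest bar, with 16 counts, lies in the 3′ UTR.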

We validated eIF4B binding to CDK4 mRNA by RIP–qPCR (Supplementary Figure S5B) and show that eIF4B preferentially binds to the region 5′ of the start site using our *in vitro* binding assay with tool CDK4 RNAs (Supplementary Figure S5C and D, and Supplementary Table S4). In addition, we observe an increase in CDK4 protein expression in DoHH-2 cells, but only a modest increase in mRNA levels, suggesting that eIF4B may play some role in the translation of CDK4 mRNA (Supplementary Figure S5E). However, more uniquely, our data suggest a possible role for eIF4B in the regulation of replication-dependent histone mRNAs. It is known that on entering S phase the cellular levels of histone mRNAs increase, and at the end of S phase they are rapidly degraded via a process that requires UPF1 (46). As we identified that eIF4B directly interacts with UPF1 and our analysis shows that they may compete for overlapping binding sites on histone mRNAs, we explored the effect of eIF4B knockdown on histone mRNA levels. It was not possible to obtain robust knockdown of eIF4B in DoHH-2 cells (Supplementary Figure S5F and G). However, given the overlap of UPF1 and eIF4B binding was observed between different cell lines (Figure 4E), we reasoned that if eIF4B had an effect in controlling histone mRNA stability, this was unlikely to be cell line specific. Therefore, HeLa cells were used for the subsequent experiments. EIF4B expression was reduced by siRNA (Figure 5A) and cells were treated with a high concentration of flavopiridol to block transcription (47). Samples were collected over the subsequent 8-h period and reverse transcription qPCR was used to quantify histone mRNA levels. We then used one-phase decay to calculate the half-life of histone mRNAs that showed an overlap in eIF4B and UPF1 binding sites.

**Figure 5.**
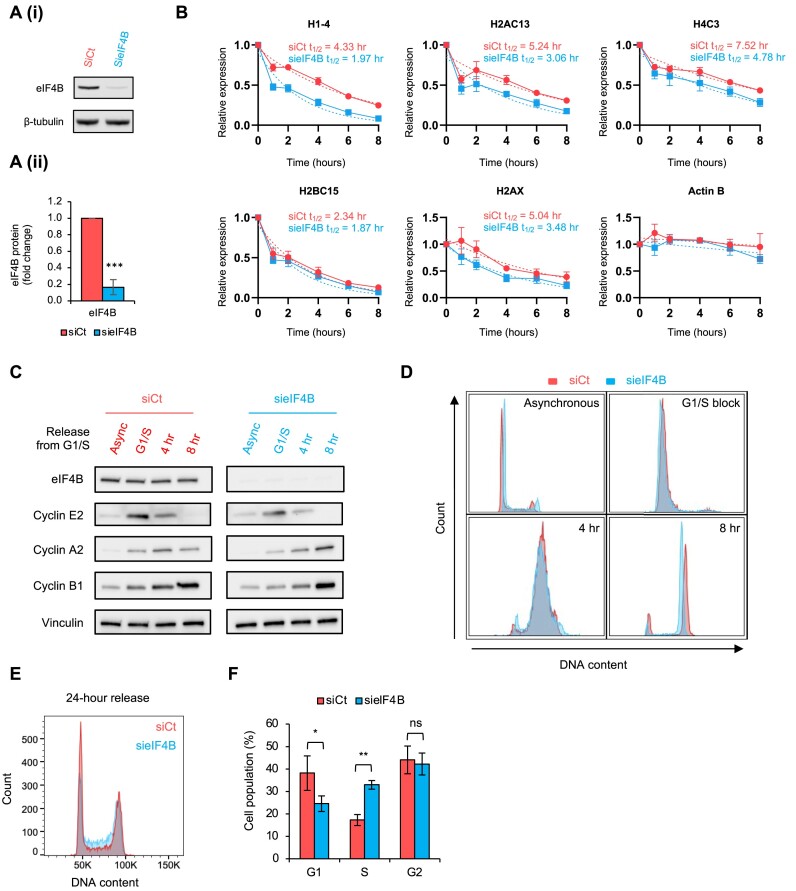
eIF4B stabilizes histone mRNAs and accurate S-phase progression. (**A**) (i) HeLa cells were transfected with a control non-targeting siRNA or an siRNA specific for eIF4B (30 nM) for 72 h. Cells were lysed and knockdown efficiency was determined by immunoblotting with the indicated antibodies. Blots are representative of three independent experiments. (ii) Quantification of eIF4B protein levels from panel (i) normalized to β-tubulin levels. Error bars represent mean ± standard deviation (*n* = 3 independent experiments); ***P ≤ 0.001 by unpaired Student’s *t*-test. (**B**) HeLa cells were transfected with an siRNA specific for eIF4B (30 nM) or a non-targeting control for 72 h and treated with flavopiridol (1 μM) to inhibit transcription for the indicated time. Total RNA was isolated and synthesized cDNA was used to quantify the indicated histone mRNA levels using qPCR. Estimation of mRNA half-life (*t*_1/2_) was determined using a one-phase decay model (dotted line). Actin mRNA was used as a negative control and eIF4B depletion did not reduce actin mRNA half-life within the time frames analysed. Mean values for each time point are shown (solid line) and error bars represent standard deviation (*n* = 3 independent experiments). (**C**) HeLa cells were transfected with an siRNA specific for eIF4B (30 nM) or a non-targeting control and subjected to a double thymidine block to arrest cells at the G1/S checkpoint (G1/S). Cells were released from the block for either 4 or 8 h and immunoblotted with the indicated antibodies to determine the expression of cyclin proteins. Async, asynchronous cells. Blots shown are representative of three independent experiments. (**D**) Cells were treated as in panel (C) and collected and fixed for cell cycle analysis. DNA was stained using FxCycle Violet dye and quantified by flow cytometry. Histograms of stained DNA are representative of three independent experiments. (**E**) HeLa cells were transfected with an siRNA specific for eIF4B (30 nM) or a non-targeting control and subjected to a double thymidine block to arrest cells at the G1/S checkpoint (G1/S). Cells were released from the block for 24 h and fixed for cell cycle analysis. DNA was stained using FxCycle Violet dye and quantified by flow cytometry. Histogram of stained DNA is representative of three independent experiments. (**F**) Quantification of cell cycle stage from panel (E) using Watson’s (pragmatic) model. Error bars represent mean ± standard deviation (*n* = 3 independent experiments); *P ≤ 0.05 and **P ≤ 0.01 by unpaired Student’s *t*-test (ns, not significant).

Depletion of eIF4B reduced the estimated mRNA half-life of histone H1–4, H2AC13, H4C3 and H2AX compared to a non-targeting control siRNA, with no impact on actin mRNA levels (Figure 5B). Although the impact on H2BC15 was more modest (Figure 5B), these data suggest that eIF4B may stabilize histone mRNAs. To explore this further, we expanded to three other histone mRNAs that were bound by eIF4B in our iCLIP analysis (H2AC6, H4C8 and H3C10) and the data show that depletion of eIF4B generally decreases histone mRNA half-life; however, this was to a slightly lesser extent for H2AC6 and H4C8 (Supplementary Figure S5H).

The efficient regulation of histone mRNA synthesis and turnover is crucial for the rapid and accurate progression through S phase (48). Therefore, to determine the effect of eIF4B on histone mRNA stability and the cell cycle, eIF4B levels were depleted by siRNA and a double thymidine block was used to synchronize cells at the G1/S border. Following release from the arrest, the expression of cyclin proteins was analysed by western blot (Figure 5C). As expected, cyclin E expression was highest after G1/S arrest, and this expression decreased at 4 h as cells progress into S phase. However, although cyclin A2 expression peaked at 4 h in control cells, expression did not peak until 8 h in eIF4B-depleted cells. Furthermore, control cells showed elevated levels of cyclin B from 4 h, indicating entry to mitosis, whereas this was delayed to 8 h in eIF4B-depleted cells, suggesting that S-phase progression was delayed in eIF4B-depleted cells. Fluorescence-activated cell sorting analysis was used to confirm that cell cycle progression was delayed in eIF4B-depleted cells (Figure 5D). The double thymidine block was confirmed to pause cells at the G1/S border (G1/S block) and, following release from the arrest, progression through S phase (4 h release) into G2 (8 h release). Consistent with the analysis of cyclin levels, eIF4B-depleted cells showed delayed progression through the cell cycle, most notably seen by an increase of cells in G2 at 8 h compared to control cells, which were already progressing through to G1 (Figure 5D). Quantification of cells in S phase is challenging without the incorporation of thymidine analogues such as 5-ethynyl 2′-deoxyuridine (EdU). However, as cells should rapidly return to asynchronous populations following release from a G1/S block, we determined the ability eIF4B-depleted cells to do this over 24 h. We used Watson’s pragmatic modelling (25) to determine cell cycle state following DNA staining (Supplementary Figure S5I). Whereas control cells return to a mostly asynchronous population by 24 h, eIF4B-depleted cells do not and increased levels of cells in S phase persist for over 24 h, indicating that eIF4B may assist with efficient progression through S phase (Figure 5E and F). Consistent with these data, acute depletion of eIF4B also subtly reduced HeLa cell proliferation (Supplementary Figure S5J).

Taken together, these data suggest that eIF4B may be required for the regulation of histone mRNA stability and this in turn contributes to the regulation of S-phase progression.

## Discussion

To date, in addition to well-described canonical RBPs, ∼1500 additional proteins have been identified that have the capacity to bind RNA (49–51). Importantly, the data suggest that RBPs do not act singly, but instead a combinatorial code exists whereby complexes comprised of different subsets of RBPs are formed under distinct cellular conditions. Such complexes, by controlling gene expression post-transcriptionally, are essential for the full execution of a wide range of cellular processes (52,53). Here, we show that the RBP, eIF4B, is also multi-functional. Thus, while eIF4B interacts directly with 5′ UTRs of mRNAs, consistent with its role as a stimulator eIF4A, it also binds at distinct sites across mRNA transcripts (Figure 2C). Importantly, binding of eIF4B to subsets of mRNAs is mutually exclusive and position-dependent (Figure 3A). Of particular interest was the interaction of eIF4B with a region upstream of the stem–loop in mRNAs that encode replication-dependent histones.

Metazoan histone mRNA regulation is inherently linked to the cell cycle due to the rapid expression required for S phase (54). As such, histones are expressed from multiple genes, found in histone gene clusters, which produce ∼75 histone mRNAs (55). Histone mRNAs are not polyadenylated, but instead contain a highly conserved stem–loop at their 3′ end (45), which is bound by SLBP (56,57). In fact, histone mRNAs are the only known target of SLBP (58), and SLBP regulates all aspects of histone mRNA metabolism, including stability, translation and degradation (54). As histone mRNAs are capped at their 5' end, once exported to the cytoplasm, SLBP interacts with SLIP1 to enable histone mRNA circularization (59), and to eIF3g (60) to promote mRNA translation. However, a major regulatory step of histone mRNAs is their rapid degradation at the conclusion of S phase (46). The underlying molecular mechanisms that control translation-dependent degradation of histone mRNAs are complex and not fully understood, although it has been shown that remodelling of SLBP/histone RNP complex is required to switch from an actively translating mode to a degradation mode. As part of this process, the interaction between the CBP80/20-dependent translation initiation factor (CTIF) and SLBP, which are required for efficient histone mRNA translation, is disrupted via a competition between CTIF and UPF1 for SLBP binding (61). This is controlled by DNA transcription-dependent phosphorylation of UPF1 by ATR and DNAPK, which increases its interaction with SLBP, promoting release of CTIF and eIF3 from SLBP-containing histone mRNP (61). In parallel, hyperphosphorylated UPF1 recruits PNRC2 and SMG5, triggering decapping followed by 5′-to-3′ degradation of histone mRNAs (61,62). Our data suggest that eIF4B has hitherto unappreciated function in this process, and that decreasing the expression of eIF4B decreases the half-life of mRNA encoding histone-dependent mRNAs (Figure 5B). In support of a direct role for eIF4B in this process, we show that eIF4B interacts directly with a key component of the remodelling complex, UPF1 (Figure 1). Although it is unclear whether eIF4B binding to UPF1 occurs on the histone mRNA or whether it affects the interaction between UPF1 and SLBP, we show that eIF4B interacts with phosphorylated UPF1. Moreover, our *in vitro* data indicate that eIF4B had no effect on UPF1 helicase activity, instead suggesting that eIF4B and UPF1 may compete for the same binding regions on histone mRNAs. To further study the biological relevance of this interaction, it would be useful to determine when this interaction occurs during the cell cycle and to conduct structural analysis to guide the generation of mutant proteins that would disrupt the interaction and study the impact on cell fate.

Interestingly, we identified almost the entire eIF3 complex interacting with eIF4B (Figure 1C). Although eIF4B has only been identified to directly bind eIF3a in HeLa cells (63), components of eIF3 have been identified in stress granules, including eIF3b (64), and as 14 of the 115 eIF4B interacting proteins are core components of stress granules (Supplementary Figure S1B), we could postulate that these interactions could occur under specific conditions. Additionally, eIF3g is known to interact with SLIP1, which is bound to SLBP during histone mRNA translation (60), and eIF3 has been shown to bind histone mRNA stem–loops (65), so it is plausible that eIF4B could transiently interact with eIF3.

A previous screen in yeast suggested that eIF4B was not required for the translation of histone mRNAs or SLBP binding and function (66); however, our data indicate that eIF4B may function in this process and highlight a biological difference between mammalian and yeast cells in this regard. We show that cells depleted of eIF4B cannot progress readily through S phase and we hypothesize that eIF4B helps to stabilize histone mRNAs by binding directly to histone mRNAs upstream of the stem–loop and to UPF1 protein, providing a key link between translation and degradation of replication-dependent histone mRNAs (Figure 6).

**Figure 6.**
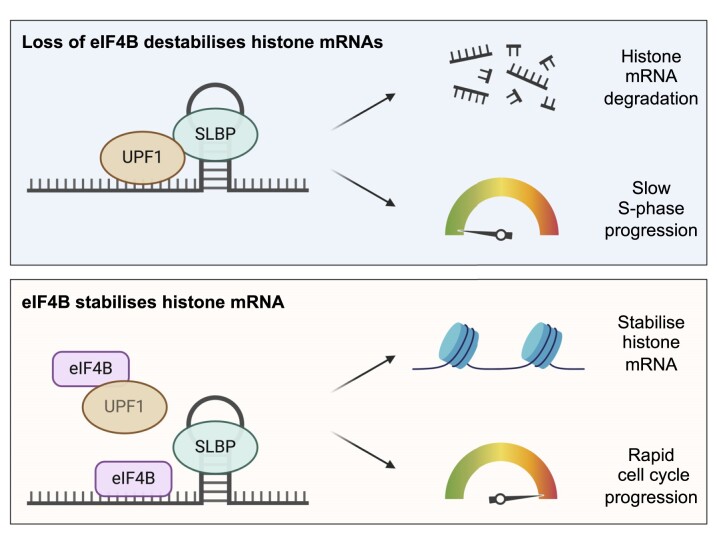
Proposed model of eIF4B regulation of histone mRNAs and cell cycle progression The loss of eIF4B leads to reduction in histone mRNA half-life and disrupted S-phase progression and cell proliferation. We propose that eIF4B stabilizes histone mRNAs by binding directly to histone mRNAs upstream of the stem–loop and to UPF1 protein, promoting rapid and accurate S-phase progression. Created with BioRender.com.

However, we show that eIF4B has over 3000 target RNAs that are involved in essential cellular processes, including proliferative mRNAs such as CDK4, which mediates progression into S phase (67). Therefore, an alternative hypothesis could be that the loss of eIF4B generally disrupts cell cycle progression and proliferation, which could in turn dysregulate S-phase progression and histone mRNA levels. Although eIF4B knockdown did not alter the cell cycle profiles of asynchronous cells (Figure 5D), these were acute depletion experiments and it is known that protein synthesis rates are intricately linked to cell cycle state (68). Therefore, to fully ascertain the regulatory mechanism of eIF4B on histone mRNAs and S-phase progression, it would be beneficial to reintroduce eIF4B to rescue histone mRNA stability or to express mutant histone mRNAs that do not contain the eIF4B binding sites and function independently of eIF4B expression.

As the different genetic backgrounds of our tumour (DoHH-2) and non-tumour (GM01953) cell lines could contribute to the observed differences in eIF4B interactomes, direct comparisons should be made cautiously; however, these data do suggest that eIF4B is required for the efficient regulation of histone mRNAs to drive S-phase progression and provide further rationale for targeting high levels of eIF4B in DLBCL and other malignant diseases.

## Supplementary Material

gkae767_Supplemental_Files

## Data Availability

eIF4B co-immunoprecipitation mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (69) partner repository with the dataset identifier PXD042538. The sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (70) and are accessible through GEO Series accession number GSE233998 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233998).

# Supplementary material for: Eukaryotic initiation factor 4B is a multi-functional RNA binding protein that regulates histone mRNAs
**Source:** Nucleic Acids Res. 2024 Sep 3;52(19):12039–54. doi: 10.1093/nar/gkae767
**Supplement:** gkae767_Supplemental_Files

# Supplementary Figure 1

**A**

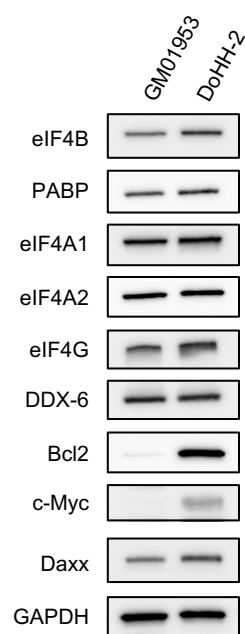

**B**

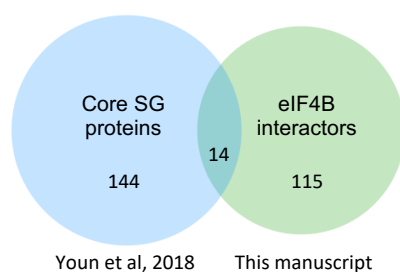

**C**

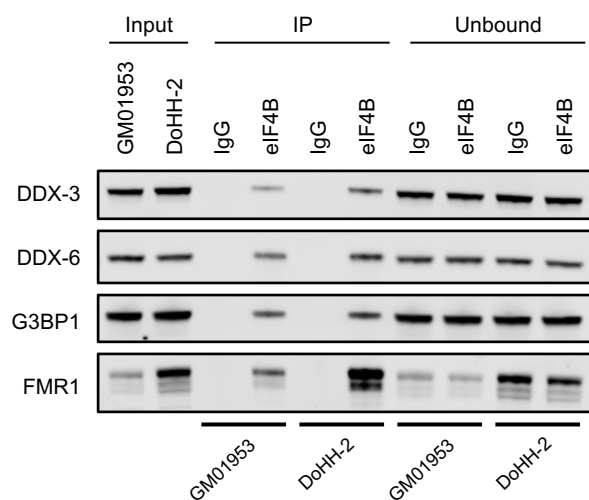

**D**

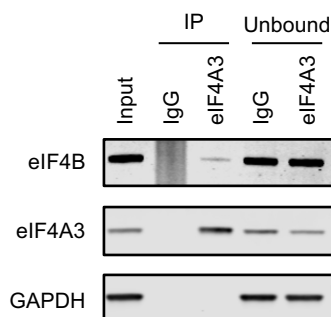

**E**

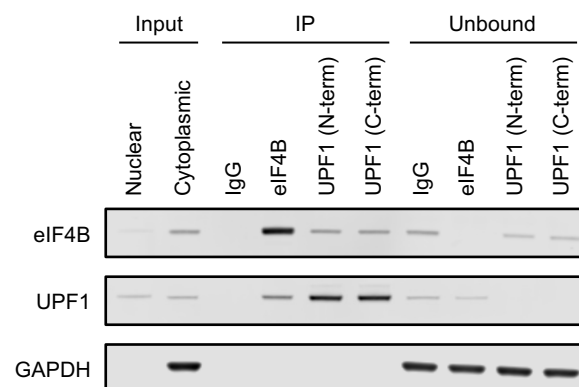

**Supplementary figure 1. Identification of novel eIF4B interacting proteins involved in nonsense mediated decay.**

- A. Whole cell lysates were prepared from DoHH-2 (DLBCL) and GM01953 (non-tumour) cell lines and immunoblotted for the indicated antibodies. Blots shown are representative of three independent experiments.
- B. Venn diagram of the overlap between our eIF4B interactome and proteins identified as core stress granule components (42).
- C. As in figure 1D, cell lysates from DoHH-2 and GM01953 cells were immunoprecipitated (IP) for eIF4B or IgG. After RNA digestion and washing to remove RNA-dependent interactions, directly interacting proteins were analysed by immunoblotting with the indicated antibodies. Blots shown are representative of 3 independent experiments.
- D. DoHH-2 whole cell lysates cells were immunoprecipitated (IP) for eIF4A3 or IgG. After RNA digestion, directly interacting proteins were analysed by immunoblotting with the indicated antibodies. Blots shown are representative of 3 independent experiments.
- E. DoHH-2 cells were fractionated and the cytoplasmic enriched lysate was immunoprecipitated (IP) for eIF4B, IgG or UPF1 using antibodies that recognise either the N-terminal and C-terminal end of UPF1. After RNA digestion, directly interacting proteins were analysed by immunoblotting with the indicated antibodies. Blots shown are representative of 3 independent experiments.

A

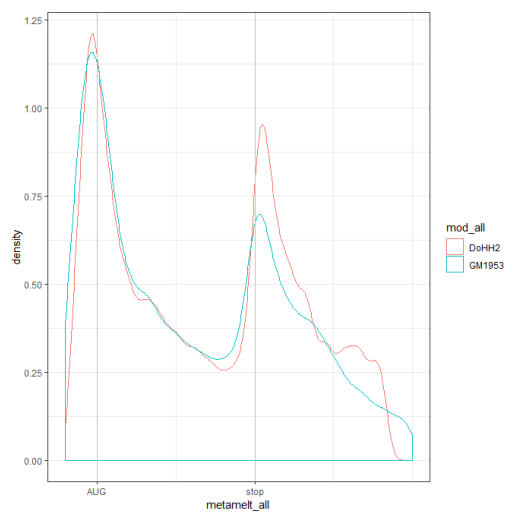

**Supplementary Figure 2. Identification of eIF4B RNA binding sites by iCLIP in DLBCL.**

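In GM01953, 555 genes had more than 20 counts in the 5 regions of their mRNA. Their counts per kb were 25.5 in the 5′ UTR, 72.7 around the start codon, 9.39 in the CDS, 216 around the stop codon and 5.61 in the 3′ UTR. The region around the stop codon held 34.5% of the counts (95% interval 34.0–35.0), against 28.9% in DoHH-2 (28.8–29.0). In the 5′ UTR it was 9.39% in GM01953 (9.09–9.69) and 6.83% in DoHH-2 (6.77–6.89). Counts around the start codon made up 11.3% in GM01953 and 12.5% in DoHH-2. These values sum the counts of all genes, so histone mRNAs with high counts weigh most.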

A. Meta-analysis of eIF4B binding density across the length of all mRNAs identified with iCLIP in DoHH-2 and GM01953 cells.

[illegible]

A. List of mRNAs classified within 5 distinct groups (from Figure 3A) based on the primary location of eIF4B binding (5'UTR, start codon, CDS, stop codon, 3' UTR).

Supplementary Figure 4

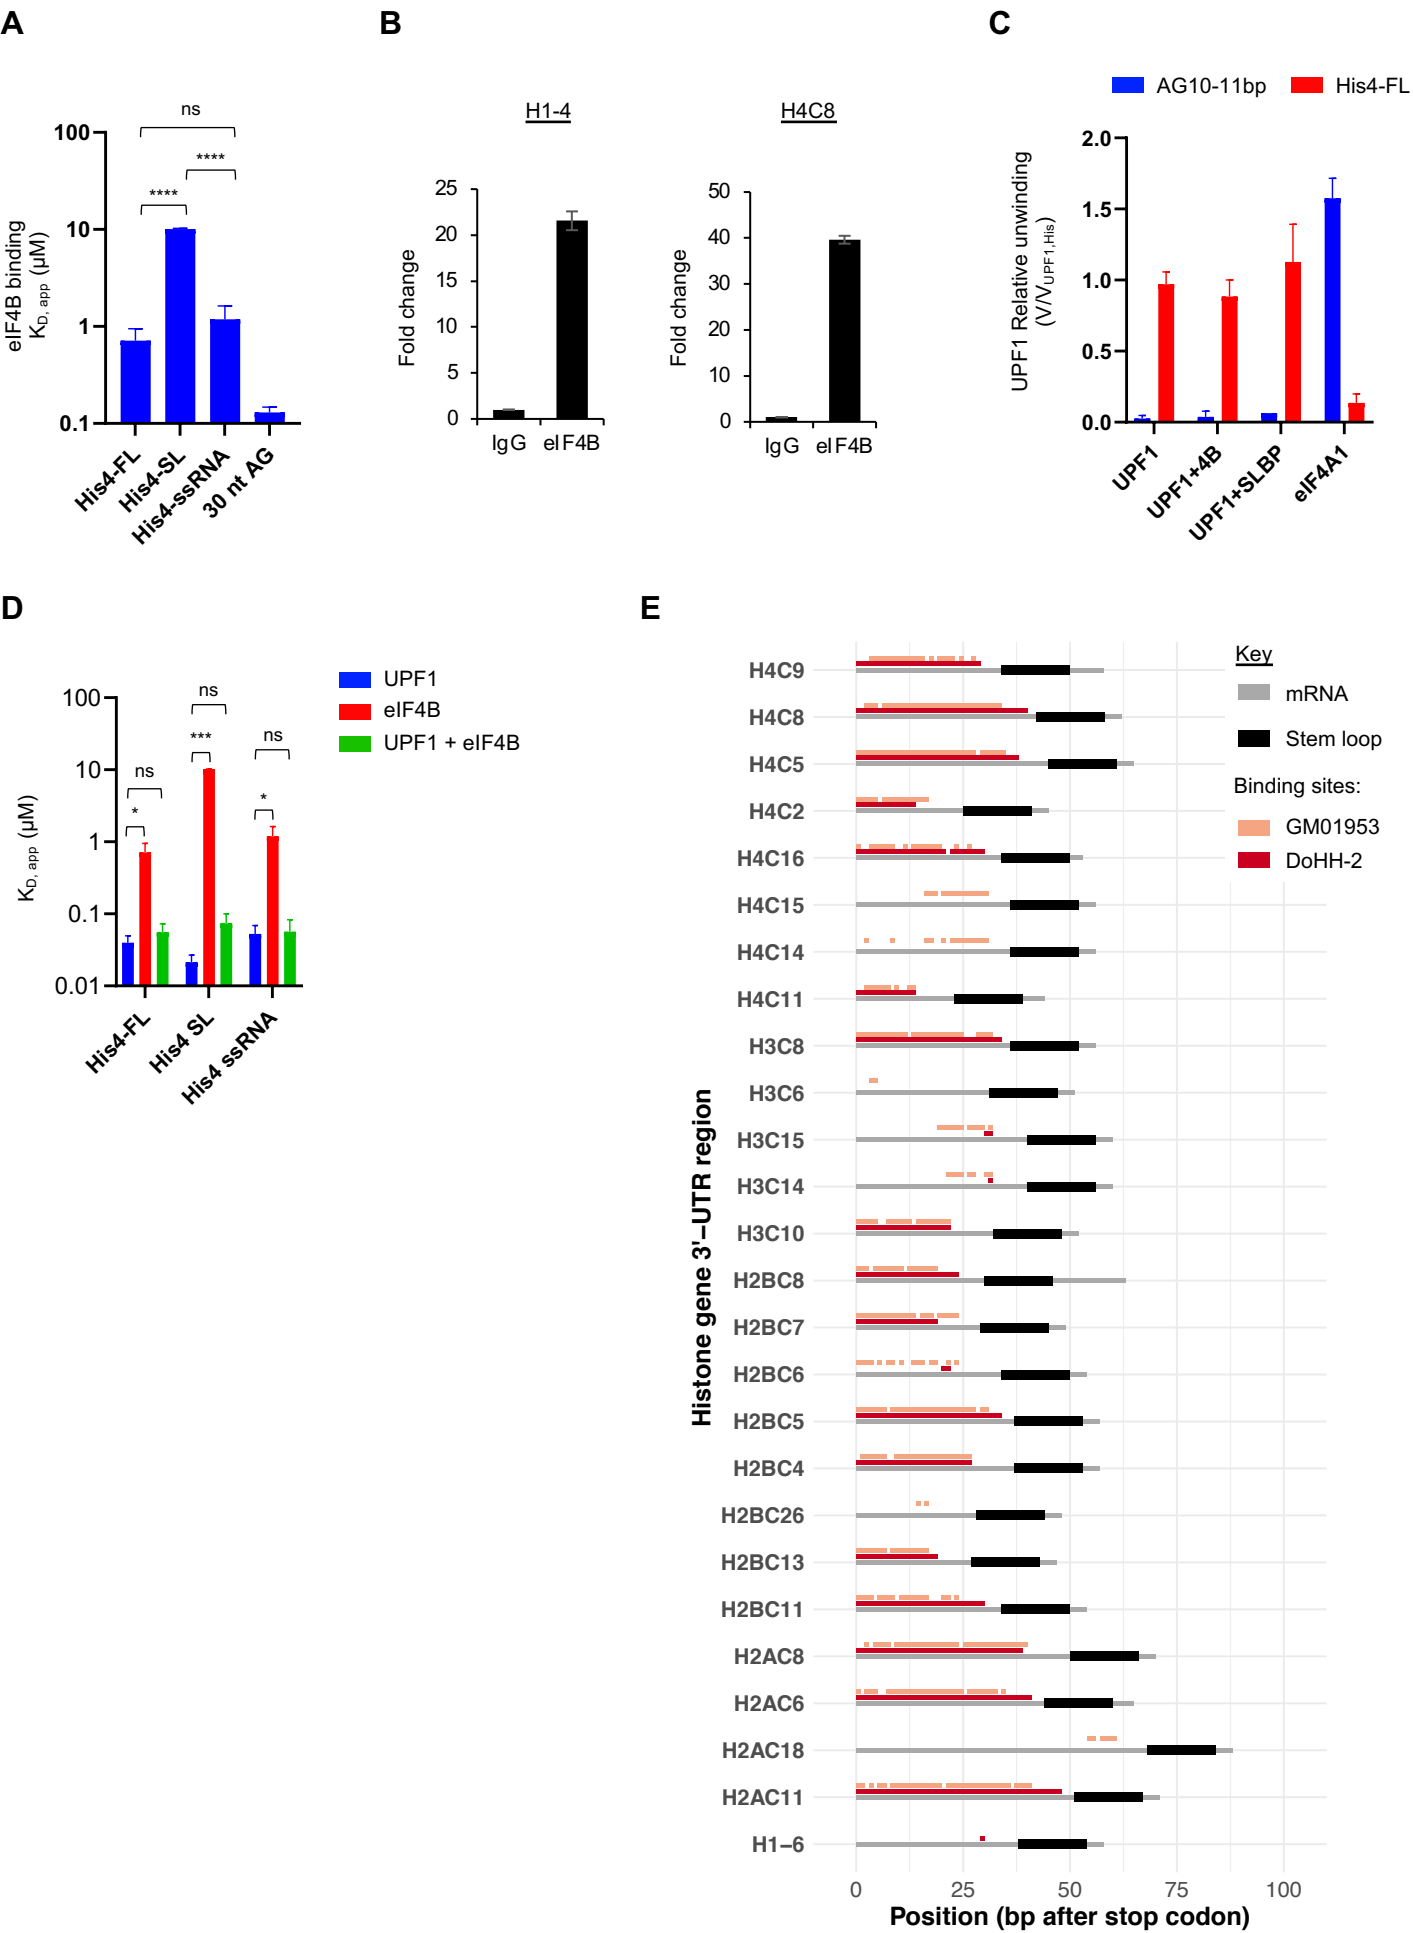

**Supplementary Figure 4. eIF4B binds histone mRNAs.**

- A. Fluorescence-based RNA binding assay of eIF4B binding to tool RNAs based on histone 4 mRNA tool sequences (Supplementary table 4). Dissociation constants of eIF4B RNA binding to the indicated histone RNA sequence. Error bars represent standard deviation (n = 3 independent experiments); \*\*\*\* =  $P \leq 0.001$  by ANOVA. His4-FL: full length sequence, His4-SL: containing histone stem loop only, His4-ssRNA: full-length minus the stem sloop.
- B. RIP qPCR of eIF4B in DoHH-2 cells. Binding of H1-4 and H4C8 mRNA to eIF4B was normalised to input RNA levels and shown relative to IgG control. Error bars represent mean  $\pm$  standard deviation (n = 3 technical replicates).
- C. Fluorescence-based RNA unwinding assay of a tool RNA sequence based on histone 4 mRNA stem loop. A linear regression model was used to determine velocity of unwinding for UPF1 alone, UPF1 in the presence of eIF4B, UPF1 in the presence of SLBP, and eIF4A1. As an additional control, unwinding velocity was determined for an eIF4A1 dependent sequence (AG10-11bp).
- D. Fluorescence-based RNA binding assay of UPF1 and eIF4B binding to tool RNAs based on histone 4 mRNA tool sequences. Dissociation constants of binding to the indicated RNA sequence by UPF1 alone (blue), eIF4B alone (red) and UPF1 in the presence of eIF4B (green). Error bars represent standard deviation (n = 3 independent experiments); \* =  $P \leq 0.05$  , \*\*\* =  $P \leq 0.001$  by ANOVA. His4-FL: full length sequence, His4-SL: containing histone stem loop only, His4-ssRNA: full-length minus the stem sloop.
- E. Comparison of eIF4B iCLIP binding sites from DoHH-2 (red) and GM01953 (peach) on histone mRNAs that were only bound by eIF4B in iCLIP analysis from DoHH-2 (red) and GM01953 (peach) cells. All mRNAs (grey) were aligned at the stop codon and the stem loop location is indicated in black.

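Histone 3′ UTRs with eIF4B binding sites numbered 34 in DoHH-2 and 33 in GM01953. Of the 37 with a stem–loop, 22 had more than 20 counts within the 3′ UTR in DoHH-2 and 27 in GM01953, while 10 and 6 had no count. The 22 3′ UTRs had a median length of 60 nt. The 3′ UTR of H4C8, on chromosome 6 from 26285126 to 26285187, had 15695 counts in DoHH-2 and 1064 in GM01953. H3C10 had 2674 and 196 counts in its 3′ UTR from 27810485 to 27810536, and H2AC6 3341 and 244 in its 3′ UTR from 26124626 to 26124690.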

# Supplementary Figure 5

**A**

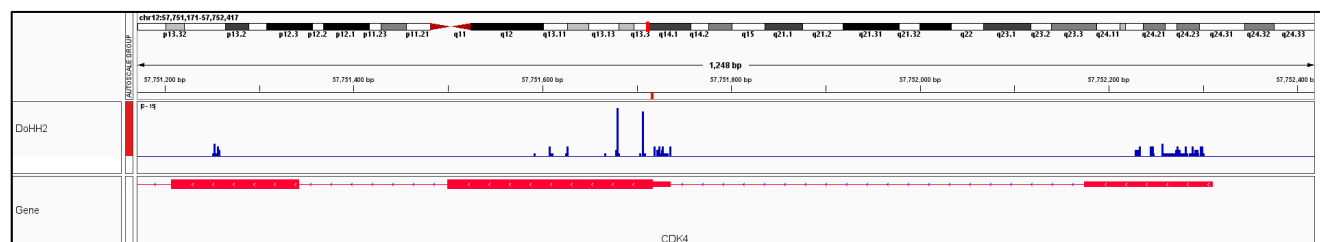

**B**

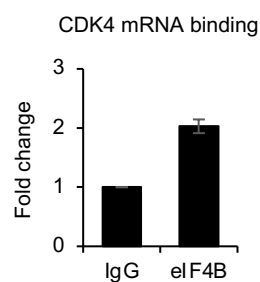

**C**

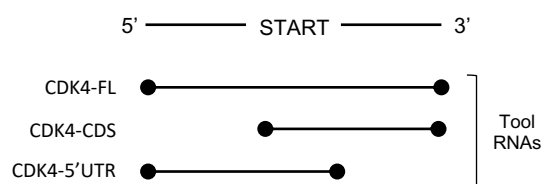

**D**

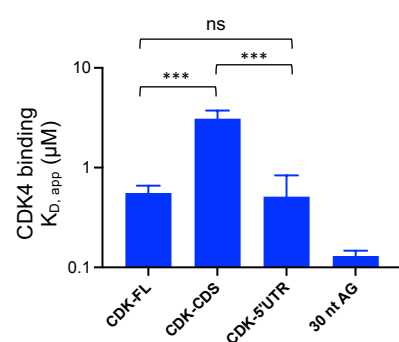

**E (i)**

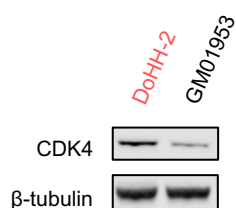

**(ii)**

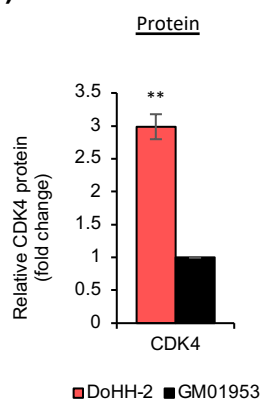

**(iii)**

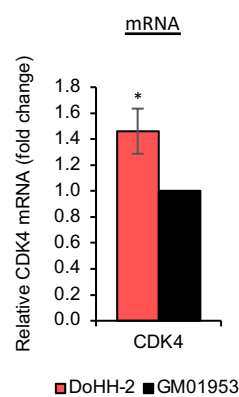

**F**

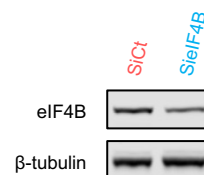

**G**

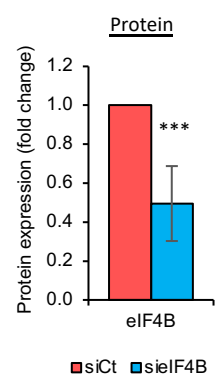

**H**

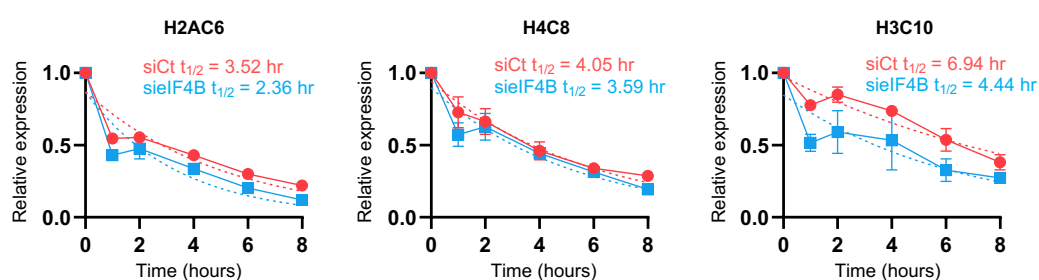

**I**

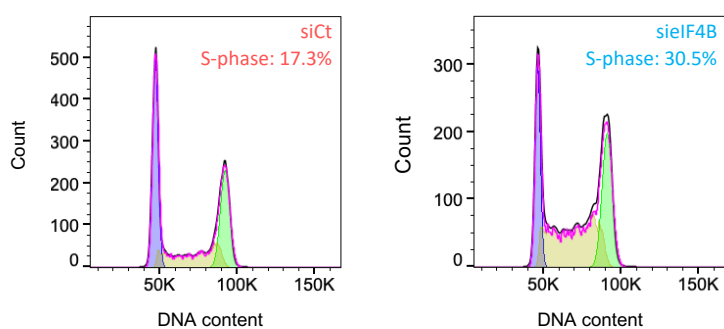

**J**

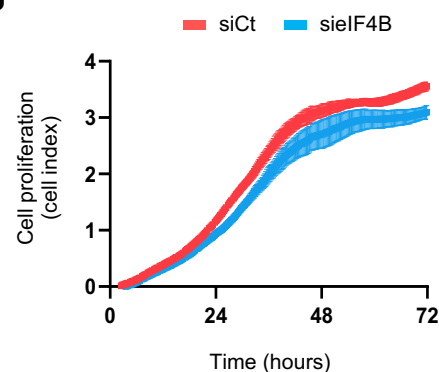

**Supplementary Figure 5. eIF4B stabilises histone mRNAs and accurate S-phase progression.**

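Within CDK4 the position with the highest count in DoHH-2 was 57748285 on chromosome 12, in the 3′ UTR, with 16 counts. The neighbouring position 57748284 and position 57751680 had 15 counts each. The latter lies 37 nt downstream of the first base of the start codon, and the reference sequence around it on the mRNA strand is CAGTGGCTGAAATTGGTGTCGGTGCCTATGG.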

- A. Visualisation of eIF4B binding to the 5'UTR of CDK4 mRNA using the integrative genomics viewer (IGV) [57]. eIF4B iCLIP binding peaks from DoHH-2 cells are shown in blue.
- B. RIP qPCR of eIF4B in DoHH-2 cells. Binding of CDK4 mRNA to eIF4B was normalised to input RNA levels and shown relative to IgG control. Error bars represent mean  $\pm$  standard deviation ( $n = 3$  technical replicates).
- C. Schematic representation of tool RNAs (Supplementary table 4) based on CDK4 mRNA. CDK4-FL: full length sequence, CDK4-CDS: encompassing start codon and CDS region, CDK4-5'UTR: encompassing 5'UTR and start codon.
- D. Fluorescence-based RNA binding assay showing dissociation constants of eIF4B RNA binding to tool RNAs based on CDK4 mRNA tool sequences from (C) and a 30 nt AG positive control for eIF4B binding. Error bars represent mean  $\pm$  standard deviation ( $n = 3$  independent experiments); \*\*\* =  $P \leq 0.001$  by ANOVA.
- E. (i) Whole cell lysates were prepared from DoHH-2 and GM01953 cell lines and immunoblotted for the indicated antibodies. Blots shown are representative of three independent experiments. (ii) Quantification of CDK4 protein expression from (i) normalised to  $\beta$ -tubulin. Mean levels from DoHH-2 are displayed as a fold change relative to GM01953. Error bars represent mean  $\pm$  standard deviation ( $n = 3$  independent experiments); \*\* =  $P \leq 0.01$  by unpaired Student's t test. (iii) Total RNA was isolated from DoHH-2 and GM01953 cells in parallel to (i). cDNA was synthesised and qPCR was used to quantify CDK4 mRNA levels. CDK4 mRNA expression levels in DoHH-2 cell are displayed as a fold change relative to GM01953 levels. Error bars represent mean  $\pm$  standard deviation ( $n = 3$  independent experiments); \* =  $P \leq 0.05$  by unpaired Student's t test.
- F. DoHH-2 cells were transfected with a control non-targeting siRNA or an siRNA specific for eIF4B (100 nM) for 72 hours. Cells were lysed and knockdown efficiency was determined by immunoblotting with the indicated antibodies. Blots are representative of three independent experiments.
- G. Quantification of eIF4B protein levels from (F) normalised to  $\beta$ -tubulin levels. Mean levels from siEIF4B are displayed as a fold change relative to siCt. Error bars represent mean  $\pm$  standard deviation ( $n = 3$  independent experiments); \*\*\* =  $P \leq 0.001$  by unpaired Student's t test.
- H. mRNA stabilisation assay in parallel to Figure 5B. Estimation of mRNA half-life ( $t_{1/2}$ ) was determined using a one-phase decay model (dotted line). Mean values for each time point are shown (solid line) and error bars represent standard deviation ( $n = 3$  independent experiments).
- I. A representative example of cell cycle quantification using Watson (pragmatic) modelling from the representative siCt (left) and siEIF4B (right) cell cycle profiles from Figure 5E.
- J. HeLa cell proliferation from the xCELLigence RTCA DP instrument following siRNA knockdown of eIF4B (30 nM) for 48 hr. Proliferation was monitored up to 72 hours. Cell index is an arbitrary value derived from the xCELLigence RTCA DP instrument measuring electrical impedance of cells and is an indicator of cell number. Data shows a representative experiment and error bars represent mean  $\pm$  standard deviation ( $n = 4$ ).

# Supplementary material for: Eukaryotic initiation factor 4B is a multi-functional RNA binding protein that regulates histone mRNAs
**Source:** Nucleic Acids Res. 2024 Sep 3;52(19):12039–54. doi: 10.1093/nar/gkae767
**Supplement:** gkae767_Supplemental_Files

**Supplementary table legends**

**Supplementary table 1.** iCLIP primers used for RNA reveres transcription.

**Supplementary table 2.** eIF4B co-immunoprecipitation mass spectrometry analysis in DoHH-2 and GM01953 cells.

**Supplementary table 3.** iCLIP analysis and eIF4B binding clusters.

**Supplementary table 4.** In vitro binding tool RNA sequences

**Supplementary table 5.** Comparison of eIF4B and UPF1 binding to histone mRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

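eIF4B iCLIP was carried out in DoHH-2, a DLBCL cell line, and GM01953, a control B-cell line. The sample labels list 4 replicates of DoHH-2 and 2 of GM01953, the numbers the paper gives after merging libraries with low read numbers. The deposited values are 1 table per cell line, made from the pooled replicates. No column belongs to a single replicate, so no SD, no test between the cell lines and no leave-one-out or paired comparison can be computed.

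The cDNA counts at each cross-link position were made by the authors. They removed PCR duplicates with the dedupe function of BBMap, demultiplexed with Je, trimmed barcodes and adapters, mapped the reads to GRCh38 with HiSat2, pooled the replicates and counted cDNAs per position with iCount. The counts are whole numbers that were not normalized. The FDR at each position was also deposited by the authors, from iCount peaks, which compares the summed count around the position with permutations of the counts within the gene. The paper's text does not give the versions of HiSat2 and iCount or the annotation release. Positions that overlap several annotated genes are listed once per gene, and each was counted once per cell line. Of the gene identifiers in the tables, 98.8% in DoHH-2 and 99.2% in GM01953 were found in GENCODE release 44.

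DoHH-2 holds 2033156 cDNA counts at 1179243 positions and GM01953 holds 167197 at 78474 positions. Wilson 95% intervals were computed for shares within a cell line with scipy. They cover counting error only, since they do not include the spread between replicates or PCR duplicates that were left.

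eIF4B binding sites are positions with an FDR below 0.05. A gene was counted as bound when its sites held more than 20 counts. Sites were assigned to the CDS, UTRs, introns, non-coding RNA and intergenic regions from all transcripts of GENCODE release 44. Regions of the mRNA were taken from the longest coding transcript of each gene in GENCODE release 44. They were 5′ UTR, start codon, CDS, stop codon and 3′ UTR. The codon regions reached 50 nt to each side, as in the paper. The paper used the longest coding RefSeq mRNA, and not a GENCODE transcript. Regions shorter than 10 nt were given no density, so genes with a short 5′ UTR could not join the 5′ UTR group. A gene was assigned to the region with at least 50% of the summed densities. The paper formed its groups by unsupervised clustering on the occupancy of the 5 regions instead.

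Replication-dependent histone genes and their stem–loops were taken from Supplementary Table S5, which lists 56 histone 3′ UTRs, 37 of them with a stem–loop. Histone genes were taken by name for the number of bound histone genes, the number in each group by dominant region, the genes left out of the groups when UTRs were compared and the histone genes and mRNAs with low counts or without an assigned gene in the closing section. Counts per gene follow the authors' assignment of positions to genes, in which the span of a gene can cover the mRNA of another histone gene. The density around the stop codon of histone genes was set against 10000 random lists of coding genes matched on count. Each histone gene was matched to the 50 coding genes nearest in count. For the histone genes with the highest counts, most of the matched genes had lower counts. Distances to the stem–loop were measured on the transcribed strand from the first of its 16 nt. UPF1 eCLIP intervals from Supplementary Table S5 were placed at random within their own 3′ UTRs 10000 times, in a one-sided permutation test with Benjamini-Hochberg adjustment over 4 comparisons. For the 5′ UTR motif, windows of 20 nt around the highest site of each gene were compared with 1000 sets of windows drawn from the same 5′ UTRs. Median lengths and folding energies of UTRs were compared between groups of genes with a two-sided permutation test of 100000 resamples. Genes are not replicates, so these tests describe sets of genes within a pooled library. Folding energies were computed with RNAfold of ViennaRNA 2.7.2.

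Named genes are the 5 genes with the highest count in each cell line, every histone gene named in Fig. 4E, Fig. 5B or Supplementary Figure S5H, CDK4, ACTB, GAPDH, EIF4B and UPF1. This rule was set before the data were seen. Other genes, such as HMGB1 and the genes listed with the histone counts in the closing section, were chosen after their values were seen.

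The FDR was recomputed by placing the counts of each gene at random within it and comparing the summed count within 3 nt to each side. This used 100 placements, or 20 for DoHH-2 at full depth. The recomputed FDR was below 0.05 at 24635 of the 28699 GM01953 sites and at 239083 of the 253791 DoHH-2 sites. DoHH-2 counts were thinned at random, without replacement, to the total of GM01953. Whether a position lies in unique sequence was decided from words of 31 nt searched over the 3099750718 bases of the reference genome.

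The steps were tested on simulated data. A region planted as dominant was found in 196 of 200 genes, and 3 of 200 genes with evenly spread counts were given a region. The recomputed FDR found 200 of 200 planted clusters and called a site in 0 of 200 genes without one. The comparison of medians gave p below 0.05 in 11 of 200 equal pairs of groups and in 199 of 200 shifted pairs. The list comparison put 7 of 100 random lists and 100 of 100 planted lists above the 95th percentile. On simulated 3′ UTRs with part of the sites planted inside the intervals, the placement test gave p below 0.05 in 200 of 200 sets, and on random sites in 15 of 200. These sets were not matched to the number of sites of any pair of cell lines, so they do not measure its power. Each simulated 3′ UTR held a single interval, so overlap between placed intervals was not tested. The motif test gave p below 0.05 in 4 of 100 random sets. It also did so in 93 of 100 sets whose windows were put on the word in 10 of 100 genes. Every simulated sequence held the word, a setting not matched to the 5′ UTRs here, so these sets do not measure power there.

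Alternatives changed the FDR threshold, the minimum count, the depth, the weight given to sites or counts, the transcript, the codon window, the dominance threshold, the histone gene list, the matching of random lists, the placement of UPF1 intervals and the motif words. Their effect is given in the closing section. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.

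Several steps of the paper were not repeated. The enrichment of genes over total RNA with DESeq2, the unsupervised clustering of genes, the GO analysis, the motif search with HOMER, the overlap of UPF1 with all 3′ UTRs and the folding of 3′ UTRs are the authors' alone. Supplementary Table S3 was not used. RIC, RIP–qPCR, binding assays, half-life measurements and the interactome were not analysed here.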

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

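No test in this part was chosen after its result was seen.

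A share of the cDNA counts lies at positions to which the authors assigned no gene, and the paper does not report on them. With GENCODE release 44, 82213 of these counts in DoHH-2 lie on replication-dependent histone mRNAs, at 1635 positions in 38 genes. They make up 39.4% of all counts without a gene and 20.2% of the counts on these histone mRNAs. In GM01953 there are 6417 such counts at 760 positions in 37 genes, which is 24.0% of the counts without a gene and 27.0% of the counts on these mRNAs. There are no control libraries to set these against. They were held only to the 3 counts that a count of 0 allows, which any abundant mRNA would pass, so the size of these numbers is not itself a finding. The position with the highest count in DoHH-2, 3525 counts, is among them. None of these positions has a deposited FDR below 1, so none could enter the sites with an FDR below 0.05 or the shares of them. They are part of the totals and of the values given without an FDR threshold. The genes with most of these counts in DoHH-2 are H3C2 (14943 of 23947 counts), H2BC12 (7158 of 9678 counts) and H4C4 (5974 of 12187 counts), named after their values were seen.

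Reads shared between identical histone genes were weighed first. In DoHH-2, 99.6% of these counts (95% interval 99.5–99.6) lie in sequence found once in the genome, which argues against this explanation. The other technical explanation is that peaks were called only within the annotation the authors used. With the FDR recomputed on the gene spans of GENCODE release 44, 64.4% of these positions in DoHH-2 (62.1–66.7) and 68.4% in GM01953 (65.0–71.6) passed, with 76251 and 5860 counts. This is what a limit set by the annotation predicts, so it stays open as a candidate explanation. The annotation release the authors used is not known, and other reasons for the missing gene assignment were not tested. The pattern is present in both cell lines, and no biological explanation was tested.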

How the results depend on the processing

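The alternatives were set before the data were examined, apart from those marked as added after seeing the data. No paired analysis was possible because the deposited columns are pooled over the replicates of each cell line, and for the same reason leaving out replicates was not possible. Of 143 values of the compared results under alternatives, 67 kept their direction and stayed within the limits set for a change, 2 passed the threshold of their test where the reported value did not, 11 reversed and 63 moved. For single regions, groups and genes, 29 of 144 values stayed, 105 moved and 10 reversed. The limits were wider for numbers of sites than for shares. Sites of DoHH-2 going from 253791 to 200787 were taken as kept. A CDS share of DoHH-2 going from 45.9% to 45.3% was taken as moved. The numbers of kept and moved values depend on these limits. Where no cause is named, the cause was not tested.

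The number of sites depended on depth and threshold. Without the FDR threshold there were 1179243 sites in DoHH-2 and 78474 in GM01953 (ratio 15.0). Sites with at least 2 counts numbered 125200 in DoHH-2 (ratio 5.59), merging within 3 nt left 81257 (ratio 3.97), and coding genes with more than 20 counts held 12584 sites in GM01953 (ratio 18.3). With DoHH-2 thinned to the GM01953 total, at least 1 count gave 131585 sites against 78474 (ratio 1.68), and at least 2 counts gave 10988 (ratio 0.357, reversed). The FDR recomputed at equal depth, added after seeing the data, gave 12726 sites in DoHH-2 (ratio 0.481, reversed). With each position counted once, also added, the numbers were 4643 and 8764 (ratio 0.530, reversed). An FDR below 0.01 left the ratio at 8.70. Depth limits any comparison of the number of sites between the cell lines, as the thinned values show by construction.

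Bound genes in DoHH-2, GM01953 and both numbered 2486, 214 and 196 with more than 50 counts, 10585, 7955 and 6301 with at least 1 site, and 9837, 1591 and 1496 without the FDR threshold. With DoHH-2 thinned and no FDR threshold, DoHH-2 had 1492 and GM01953 1591. At equal depth with the FDR recomputed, added after seeing the data, DoHH-2 had 189 and 164 were in both.

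The difference in the CDS share, DoHH-2 minus GM01953, was 7.56 percentage points by counts, −2.48 without the FDR threshold (reversed), 2.66 in coding genes with more than 20 counts, 0.146 with DoHH-2 thinned, and 6.23 with each position counted once (added). In the 3′ UTR it was 7.77, 7.09, 8.27, 7.22 and 6.65 in the same order, 12.6 without histone genes and 9.04 with the FDR recomputed at equal depth (added), so its direction held under each alternative. With the FDR recomputed at equal depth the CDS difference stayed at 4.52. Introns reversed without the FDR threshold (5.88) and with DoHH-2 thinned (1.82). The 5′ UTR reversed with the recomputed FDR (0.208), and non-coding RNA with both added alternatives (0.525 and 0.726). The intergenic difference reversed by counts (−0.0199), without the FDR threshold (−2.58), in genes with sites in both cell lines (−0.00291), without histone genes (−0.00301) and with DoHH-2 thinned (−3.14).

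The histone share in DoHH-2 and GM01953 was 1.84% and 4.28% of sites (ratio 0.430, reversed), and 10.8% and 7.44% without the FDR threshold. With all histone genes of Supplementary Table S5 it was 22.1% in DoHH-2, and by gene name, added after seeing the data, 30.6% and 14.9%.

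The groups by dominant region, from 5′ UTR to 3′ UTR, held 261, 532, 208, 131 and 244 genes at a threshold of 70%, because a higher threshold assigns fewer genes. They held 293, 524, 87, 162 and 205 with more than 50 counts, where fewer genes are tested. The stop codon share of histone genes was 68.5% with a codon window of 25 nt, where the region is shorter, and 79.6% on the select transcript (added after seeing the data). The median distance to the stem–loop was −44 nt in DoHH-2 and −28 nt in GM01953 with each site once, and 99.99% of DoHH-2 counts were upstream without the FDR threshold. For CDK4, 31.6% of sites, and 19.7% of counts without the FDR threshold, lay upstream of the start codon.

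For UPF1 in K562, intervals placed anywhere in histone 3′ UTRs (added after seeing the data) gave 2.99-fold for DoHH-2 and 3.41-fold for GM01953. Both passed the threshold of 0.05 (adjusted permutation p 0.0004 and 0.0312, against 0.134 to 0.201 and 0.113 to 0.154 under the others). That placement also measures whether intervals and sites share 3′ UTRs, and not only their positions within them. DoHH-2 and HepG2 reversed by counts (1.48) and in stem–loop 3′ UTRs (4.53), and GM01953 and HepG2 with intervals rotated (0.900) and placed anywhere (0.219), none past the threshold. The motif fold reversed with a window of 40 nt (1.10, p 0.202) and in the 5′ UTR group, added after seeing the data (1.14, p 0.422), neither past it. The differences in UTR length and folding energy between sets of groups kept their direction and their side of the threshold under each alternative. Within these sets, the stop codon group passed the CDS group in 5′ UTR length without histone genes (174 nt against 134 nt), and not at a threshold of 70% (109 nt against 128.5 nt).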

Differences from the paper's values

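Every value here is from the pooled counts of each cell line. Among the tests in this part, those chosen after the results were seen place UPF1 intervals anywhere in histone 3′ UTRs or test the motif in the 5′ UTR group. A gap is called closed where a value came within a set limit of the paper's. Closed does not mean equal, as 162 genes against the paper's 125 counted as closed.

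GM01953 had 28699 positions with an FDR below 0.05, more than the paper's number of binding sites, while DoHH-2 had the paper's number. An FDR below 0.01 gave 23073 in GM01953, so neither threshold gave the paper's number. In GM01953, 905 genes had more than 20 counts at eIF4B binding sites, against the paper's 1712 individual RNAs. The paper's text gives 3195 as the number for DoHH-2, while Fig. 2B places 3195 in the area of DoHH-2 only, so it is not settled whether 1712 is the total of GM01953 or the number in GM01953 only. Of the alternatives set before the data were examined, dropping the FDR threshold gave 1591 genes, which closed the gap if 1712 is the total but moved DoHH-2 to 9837 genes, against the paper's 3195, and the setting with DoHH-2 thinned and no FDR threshold has the same value because GM01953 is not thinned. More than 50 counts (214 genes) and at least 1 site (7955 genes) did not close the gap.

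The groups of genes by dominant region were larger than the paper's in every region. They rest on GENCODE transcripts, while the paper used RefSeq mRNAs, and the effect of this was not tested. There were 599 genes in the 5′ UTR group against the paper's 164, 1021 in the start codon group against the paper's 199, 355 in the CDS group against the paper's 56, and 484 in the 3′ UTR group against the paper's 124. For these groups none of the alternatives set before the data were examined closed the gap. The nearest were 261 genes in the 5′ UTR group at a threshold of 70%, 524 in the start codon group and 87 in the CDS group with more than 50 counts, and 205 in the 3′ UTR group with more than 50 counts. The stop codon group held 301 genes against the paper's 125. A threshold of 70% gave 131 genes and more than 50 counts gave 162, which closed the gap, while a codon window of 25 nt (261 genes) and the select transcript (288 genes) did not.

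The median 5′ UTR length was 83 nt in the start codon group against the paper's about 130 nt in Fig. 3D, read by eye, and 134 nt in the CDS group against the paper's about 230 nt in Fig. 3D, read by eye. The median 5′ UTR folding energy was −29.8 kcal/mol in the start codon group against the paper's about −55 in Fig. 3D, read by eye, and −54.3 kcal/mol in the CDS group against the paper's about −95 in Fig. 3D, read by eye. None of the alternatives set before the data were examined closed these gaps. Those that apply are the threshold of 70% and leaving out histone genes. Lengths here are from GENCODE transcripts and the paper's from RefSeq mRNAs, and the effect of this was not tested.

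The most frequent distance of counts from the histone stem–loop in DoHH-2 was −20 nt, against the paper's about −37 nt in Fig. 4B, read by eye. Among the alternatives set before the data were examined, counting each site once (−35 nt) and leaving out the gene with the highest count (−27 nt) closed the gap. Weighting genes equally and dropping the FDR threshold left it at −20 nt.

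The fold of eIF4B sites of GM01953 inside UPF1 intervals of HepG2 was 1.94, against the paper's 0.6442. It rests on 2 sites. Of the alternatives set before the data were examined, rotating the intervals gave 0.900, which closed the gap. Weighting by counts (2.36) and the 3′ UTRs with a stem–loop only (2.99) did not.

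Some statements of the paper also differ from these results in whole or in part. By the sizes in the legend of Fig. 3, the stop codon group comes just ahead of the 3′ UTR group. Here it stays behind the 3′ UTR group under each alternative. It is the smallest group at 301 genes, except with more than 50 counts, where the CDS group is smaller (87 against 162 genes). According to the paper, 5′ UTRs are overall longer and more structured in the CDS, 5′ UTR and 3′ UTR groups. As sets these groups had the longer 5′ UTRs and the lower energy here too (191 against 91.5 nt, −76.9 against −34.6 kcal/mol), but the CDS group (134 nt, −54.3 kcal/mol) was level with the stop codon group (131 nt, −54.6 kcal/mol), and without histone genes the stop codon group was longer (174 nt) and had the lower energy (−72.5 kcal/mol). At a threshold of 70% the CDS group was longer and had the lower energy (128.5 nt and −55.8 kcal/mol against 109 nt and −36.5 kcal/mol), as the paper states. Part of the difference between the sets is built in, because genes with a short 5′ UTR could not join the 5′ UTR group. The paper reports a GA-rich motif enriched at 5′ UTR sites over regions of genes without eIF4B binding. That background was not used here, so the paper's enrichment was not tested. Within the bound 5′ UTRs, the words GAGAGA or AGAGAG were found at 0.969 times the rate of random windows (permutation p = 0.587), and no alternative gave a p below 0.05. The paper calls the overlap of UPF1 and eIF4B significant within 3′ UTRs. On histone mRNAs it reports that an overlap was seen for DoHH-2 and K562. The supplementary table lists the same fold and p for this pair over all 3′ UTRs and over histone 3′ UTRs. Here the fold is 1.41, with a permutation p of 0.0170 before and 0.0680 after adjustment over 4 comparisons. Rotating the intervals together, which keeps the length they cover, gives 1.23-fold (permutation p = 0.101, adjusted p = 0.201). Placing the intervals anywhere in histone 3′ UTRs, which was chosen after seeing the values, gives an adjusted permutation p of 0.0004. That placement also measures whether intervals and sites share 3′ UTRs. Over the alternatives set before the data were examined, the adjusted permutation p ranged from 0.134 to 0.201. The paper reports no significant overlap for GM01953. With the intervals placed anywhere, chosen after seeing the values, the overlap with K562 had an adjusted permutation p of 0.0312. Placing the intervals within their own 3′ UTRs gave an adjusted permutation p of 0.113 to 0.154. The value of 0.0312 is thus not a test of position alone. The paper gives the 5′ UTR as the place of eIF4B binding on CDK4. The 5′ UTR held 42.1% of its summed density, the highest share of any region but below the 50% of a dominant region, and 26.2% of its counts lay upstream of the start codon, at 542 counts per kb against 139 in the rest of the mRNA. The select transcript and a codon window of 25 nt did not make the 5′ UTR the dominant region. The narrow window gave the start codon region more (47.9%) than the 5′ UTR (33.2%). Dominance was not classified without the FDR threshold. Nor was it with each site counted once, where 37 sites lay in the 105 nt of the 5′ UTR, so it stays open there.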

Other observations

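The tests on depth, on highly expressed genes, on positions shared between the cell lines, on RNA 3′ ends and on histone genes with low counts were chosen only after the results they explain had been seen.

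DoHH-2 has 8.84 times as many eIF4B binding sites as GM01953 at 12.2 times the depth. A difference in depth predicts that the excess disappears at equal depth. With DoHH-2 thinned to the GM01953 total and the FDR recomputed, the ratio was 0.481. A difference in the number of covered positions makes the same prediction, and with each position counted once and equal numbers of positions the ratio was 0.530. Both values are consistent with depth as the source of the excess of sites, and in both the order of the cell lines is reversed. The order at equal depth depends on the measure, since positions with at least 1 count, without an FDR threshold, stayed more frequent in DoHH-2 (ratio 1.68). More eIF4B binding in DoHH-2 could be the reason for the greater depth, since the amount of RNA recovered was not measured in these data. A biological difference between the cell lines stays open and was not tested.

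Isolated positions, more than 100 nt from any other, carry repeated counts in GM01953. Of 37778 such positions, 13657 (36.2%, 95% interval 35.7–36.6) have at least 2 counts, against 2.11% in DoHH-2 thinned to the same depth and 5.08% in DoHH-2 at full depth. PCR duplicates left in the counts predict that repeated and single positions hold a DoHH-2 count equally often. They did so at a ratio of 1.84, which argues against duplicates as the whole cause, although within DoHH-2 the same ratio was 4.88. Positions cross-linked repeatedly in both cell lines predict a share as high as within DoHH-2, which was 82.1%, but 24.1% of the repeated GM01953 positions had a DoHH-2 count. Highly expressed genes predict few repeated counts in introns, where the share was 37.5%. Duplicates at part of the positions may remain, and so may sites that only GM01953 has. The values lie between those that each of these predicts alone, and no test here separates them. Among the sites of GM01953 with an FDR below 0.05, 49.2% had no other position within 10 nt, against 4.10% in DoHH-2, so a limit of this kind bears on many of its sites.

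Intron sites make up a larger share in GM01953, with a difference of −13.2 percentage points. Depth predicts a difference near 0 at equal depth, but it was −14.3 with the FDR recomputed at the total of GM01953. Repeated counts at isolated positions predict a difference near 0 with each position counted once, but it was −10.3. Both argue against these as the whole cause. Without an FDR threshold the direction is reversed, so the difference concerns sites that pass it. A larger share of unspliced RNA in GM01953 would raise the intron share of all its positions. With DoHH-2 thinned and no FDR threshold, that share was 19.1% (18.9–19.3) in DoHH-2 and 17.3% (17.0–17.5) in GM01953. This argues against unspliced RNA as the whole cause. A difference between the cell lines at the sites that pass the threshold stays open and was not tested.

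No count at a site lies in the histone stem–loop. If short cDNAs near an RNA 3′ end are lost, small RNAs with a defined 3′ end would show a gap of the same size. In 23 small RNAs the 5th percentile of the distance from the 3′ end had a median of 32 nt, and in 21 histone mRNAs it was 34 nt. By the 5th percentile the gap is what this loss predicts, so the absence of counts there may not show an absence of binding. The lowest distance differed. It was 21 nt or more in most of the histone mRNAs, but not in H4C8 and H2BC8 (14 nt), H2BC4 (2 nt) and H4C9 (0 nt). In most of the small RNAs it was below 21 nt, although these mostly had fewer counts. The loss may therefore not account for the whole gap. Absence of eIF4B from the stem–loop stays open and was not tested.

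In DoHH-2, 14 of the 62 replication-dependent histone genes with at least 20 counts in GM01953 have fewer counts than in GM01953 (200 against 1045 counts), although the depth is greater and the other 48 have a median ratio of 17.6. Of the 14, 10 lie on chromosome 1 and 4 on chromosome 6, and they were chosen after their values were seen. Reads shared between identical copies predict that no such gene has unique sequence, but 7 of the 14 have at least 90% of their GM01953 counts in unique sequence (153 against 635 counts). For the other genes, in repeated sequence, 96.2% of the GM01953 counts there have all their copies in low genes, so a shift of reads to a copy with more counts is argued against. Loss of the 1q21 region in DoHH-2 predicts low counts in its neighbours. All other coding genes within 1 Mb that had a count in either cell line (23 genes) had a ratio of 20.0 in their summed counts, and 1 of the 18 with a GM01953 count was low, which argues against loss of the whole region. A loss of the histone genes alone was not tested. Lower expression of these genes in DoHH-2 is a hypothesis that stays open, as expression was not measured in these data.

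The groups of genes by dominant region were set against counts turned along each mRNA by a random distance, which keeps the clusters but not their place. In 100 draws the start codon group had a mean of 372 genes, against 1021 observed, which argues against clusters placed without regard to region. For the stop codon group the mean was 400.1 genes, against 301 observed, which is fewer than in any draw (lowest 346). This too argues against such placement, but by its number the group shows no excess at the stop codon. The 5′ UTR group lay above every draw, as the start codon group did (599 genes, highest draw 348), and the CDS group (355 genes, lowest draw 761) and the 3′ UTR group (484 genes, lowest draw 896) lay below every draw. Its content of histone genes was not part of this test. The mean difference in 5′ UTR length between the groups was 12.7 nt, against 99.5 nt observed, and that in 3′ UTR length 53.0 nt, against 954 nt observed, neither of which random placement gives. Genes with a short 5′ UTR could not join the 5′ UTR group, which builds in part of the 5′ UTR difference. Turning also changed the sizes of the groups, so it does not measure this part. No biological explanation was tested for these groups.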
